# Integrative analysis of hepatic transcriptional profiles reveals genetic regulation of atherosclerosis in hyperlipidemic Diversity Outbred-F1 mice

**DOI:** 10.1038/s41598-023-35917-8

**Published:** 2023-06-10

**Authors:** Myungsuk Kim, M. Nazmul Huda, Levi W. Evans, Excel Que, Erik R. Gertz, Nobuyo Maeda-Smithies, Brian J. Bennett

**Keywords:** Genetics, Systems biology, Cardiology

## Abstract

Atherogenesis is an insipidus but precipitating process leading to serious consequences of many cardiovascular diseases (CVD). Numerous genetic loci contributing to atherosclerosis have been identified in human genome-wide association studies, but these studies have limitations in the ability to control environmental factors and to decipher cause/effect relationships. To assess the power of hyperlipidemic Diversity Outbred (DO) mice in facilitating quantitative trait loci (QTL) analysis of complex traits, we generated a high-resolution genetic panel of atherosclerosis susceptible (DO-F1) mouse cohort by crossing 200 DO females with C57BL/6J males carrying two human genes: encoding apolipoprotein E3-Leiden and cholesterol ester transfer protein. We examined atherosclerotic traits including plasma lipids and glucose in the 235 female and 226 male progeny before and after 16 weeks of a high-fat/cholesterol diet, and aortic plaque size at 24 weeks. We also assessed the liver transcriptome using RNA-sequencing. Our QTL mapping for atherosclerotic traits identified one previously reported female-specific QTL on Chr10 with a narrower interval of 22.73 to 30.80 Mb, and one novel male-specific QTL at 31.89 to 40.25 Mb on Chr19. Liver transcription levels of several genes within each QTL were highly correlated with the atherogenic traits. A majority of these candidates have already known atherogenic potential in humans and/or mice, but integrative QTL, eQTL, and correlation analyses further pointed *Ptprk* as a major candidate of the Chr10 QTL, while *Pten* and *Cyp2c67* of the Chr19 QTL in our DO-F1 cohort. Finally, through additional analyses of RNA-seq data we identified genetic regulation of hepatic transcription factors, including *Nr1h3,* contributes to atherogenesis in this cohort. Thus, an integrative approach using DO-F1 mice effectively validates the influence of genetic factors on atherosclerosis in DO mice and suggests an opportunity to discover therapeutics in the setting of hyperlipidemia.

## Introduction

Atherosclerosis, a major cause of coronary artery disease (CAD), is a highly complex disease caused by the interaction of genetic and environmental factors^1,2^. Early evidence for the genetic cause of atherosclerosis was based on the demonstration of familial aggregation and heritability estimates^3,4^, which initiated a search to identify risk alleles. The advent of genome-wide association studies (GWAS) has yielded an unbiased genome-wide approach that has identified novel atherosclerosis candidate genes. To date, GWAS have identified over 100 individual CAD susceptibility loci^5^. In aggregate, however, these loci only explain a fraction of the heritability of atherosclerosis and even less of the overall risk of disease^6^. Thus, the specific causes and determinants of atherosclerosis remain to be elucidated, including environmental factors, diet, epigenome, and molecular mechanisms^7,8^.

A complementary approach to studying the genetic factors of atherosclerosis in humans is to use forward genetic approaches in experimental model organisms where the environment can be monitored and closely controlled. These studies benefit from the ability to comprehensively phenotype the animals for clinical traits and ascertain tissues for molecular traits such as quantitation of RNA levels, allowing a precise assessment of the impact of genetic factors on each phenotype while minimizing confounding factors. Thus, quantitative trait locus (QTL) analysis has identified hundreds of genetic loci associated with various clinical traits including atherosclerosis^9^. Furthermore, genetic reference panels such as the Hybrid Mouse Diversity Panel (HMDP) and Diversity Outbred (DO) mice have made it possible to perform high-resolution mapping of complex traits with approximately 1 Mb of resolution^9–14^.

In this study, we investigated the genetic regulation of atherosclerosis and known risk factors in Diversity Outbred F1 (DO-F1). DO-F1 mice were generated from crossing Diversity Outbred (DO) females with inbred C57BL/6J male mice which harbored two transgenes: human cholesteryl ester transfer protein (CETP) and apolipoprotein E-Leiden (APOE-Leiden). Mice naturally lack functional CETP gene, and the CETP transgene reduces the concentration of high-density lipoprotein (HDL), and the APOE-Leiden transgene reduces the clearance of triglyceride-rich lipoproteins^15^. Thus, as compared to wild-type mice, the carriers of hyperlipidemia-inducing APOE-Leiden and CETP transgenes display a lipoprotein cholesterol profile similar to humans with familial hyperlipidemia type II or III^15^. We then fed the DO-F1 offspring with a high fat and high cholesterol (HFHC) diet and examined atherosclerotic traits including plasma lipids and glucose before and after 16 weeks of a high-fat/cholesterol diet.

To the best of our knowledge, this study reports the first example of quantitative trait loci (QTL) mapping of atherosclerosis in DO-F1 mice. We determine genetic effects of atherosclerotic traits and gene expression (eQTLs). By incorporating aortic lesion area QTLs with eQTLs, we identify multiple genetic effects on atherosclerosis that colocalize with *cis*-acting eQTLs. Finally, we investigate genetic regulation of hepatic transcription factors (TFs) associated with atherosclerotic traits and demonstrate how genetic variation of TFs influences downstream candidate genes and susceptibility to atherosclerosis.

## Results

### Characterizing atherosclerotic traits in DO-F1 mice

An overview of the study design and research scheme is depicted in Fig. S1. Prior to the induction of severe hyperlipidemia with the HFHC diet (Table S1), we observed significant differences in atherosclerotic traits between sexes and tremendous variation among DO-F1 mice (Fig. 1). For example, mean plasma total cholesterol (TC) was 318 mg/dL in females at 8 weeks of age and 228 mg/dL in males but ranged from 18 to 729 mg/dL in females and 44.8 mg/dL and 540 mg/dL in males. This represents a tenfold phenotypic variance among the DO-F1 mice and a 1.4-fold difference between sexes. Similar variation within and between sexes was observed for triglyceride (TG), glucose, and body weight (Fig. 1A).

**Figure 1:**
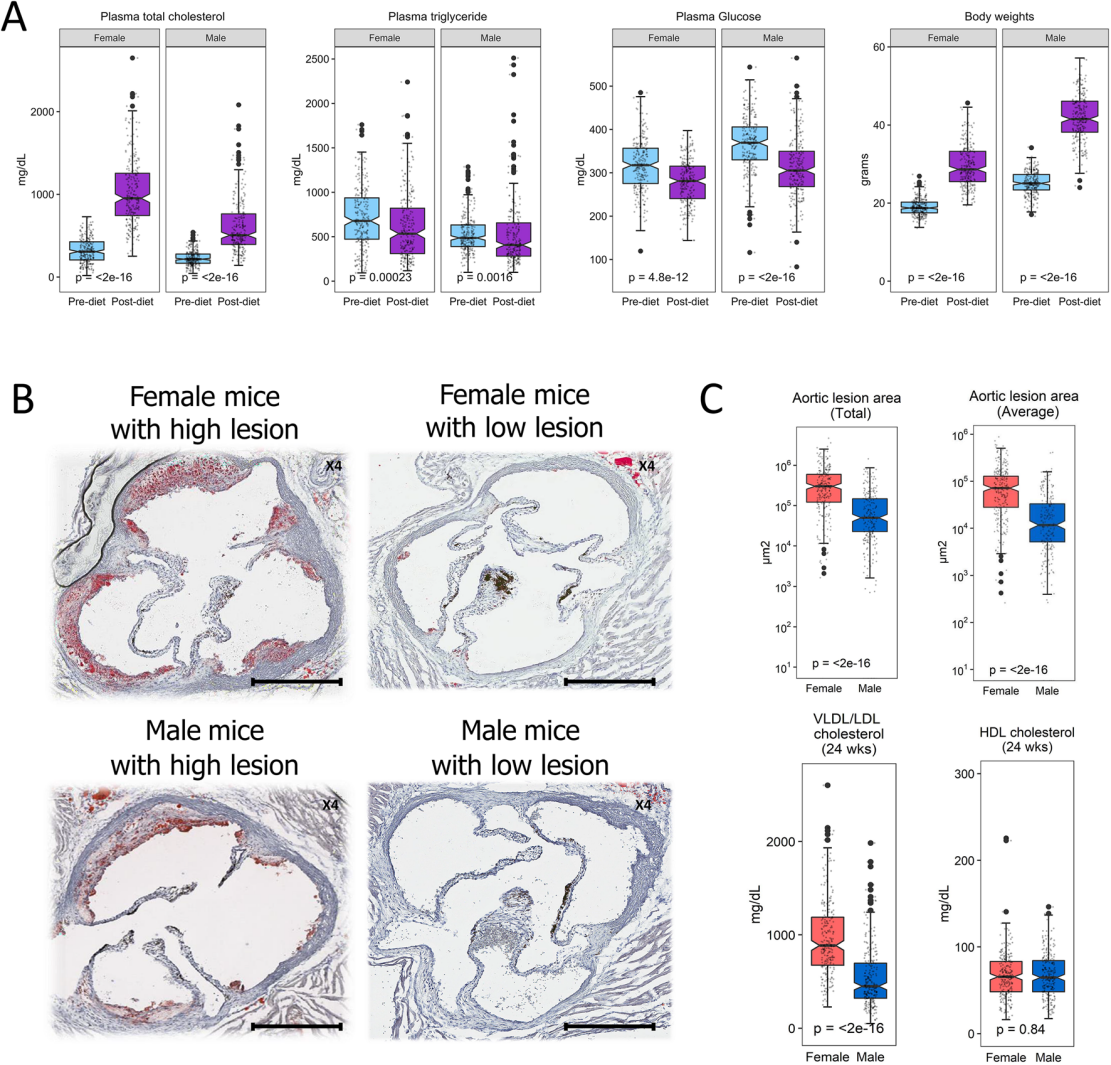
Sex differences and phenotypic variations in atherosclerotic traits in Diversity Outbred (DO)-F1 mice. A total of 238 female and 234 male (J:DO × CETP/ApoE3 Leiden) F1 mice were assessed for atherosclerotic traits. (**A**) Plasma total cholesterol, triglyceride, glucose, and body weight before and after high-cholesterol (HFHC) diet challenge for 16 weeks. The p-values were Wilcoxon signed-rank test between sexes for each atherosclerotic trait. (**B**) Oil red O stained cross section of aortic roots of representative females and males with either high or low lesion areas at 24 weeks. Scale bars, 400 μm. (**C**) Sex differences in aortic lesion areas and plasma very low-density lipoprotein cholesterol/low-density lipoprotein cholesterol (VLDL-C/LDL-C) and high density lipoprotein cholesterol (HDL).

To induce hyperlipidemia, we fed male and female DO-F1 mice a HFHC diet for 16 weeks. The body weight increased 1.6-fold and 2.7-fold, respectively over the course of the diet treatment. As expected, the increase in body weight was accompanied by increased metabolic dysfunction as indicated by the severe increase in circulating total cholesterol (mean TC of 1033 mg/dL in females while 608 mg/dL in males). In both sexes, this represents a threefold increase in circulating lipids. Further assessment of the lipoprotein profiles indicated that the majority of the circulating cholesterol was contained in the very-low-density lipoprotein cholesterol/low-density lipoprotein cholesterol (VLDL/LDL) classes (Fig. 1). Although smaller in extent, diet effects on plasma glucose and triglycerides in individual mice were also observed (Fig. S2).

Following 16 weeks of diet, we assessed the development of atherosclerosis in the DO-F1 mice. Similar to the risk factors for atherosclerosis, there was tremendous variation in atherosclerotic lesion size among DO-F1 mice and between sexes. The mean aortic lesion area was 91,638 ± 83,287 μm^2^ and 22,211 ± 30,113 μm^2^, respectively in females and males (Fig. 1B,C, P < 2 × 10^–16^) indicating a significant effect of sex on atherosclerosis. These results are consistent with the eight DO founder strains-F1 mice that were used for the strain survey experiments (Fig. S3 and Table S2; P = 0.001). Here, the mean aortic lesion area in DO founder strains varied between 113,010 ± 97,437 μm^2^ in females and 24,416 ± 36,308 μm^2^ in males, a 4.8-fold difference of the mean size between the two sexes. To determine the relationship between aortic lesion area and atherosclerotic traits in the DO-F1, we performed Spearman correlation analysis in females and males separately (Table 1). Pre-diet, at 8 weeks of age, plasma TC and TG measured showed a significant correlation with the aortic lesion area regardless of sex. At 24 weeks, after 16 weeks of diet, plasma TC, VLDL-C/LDL-C, and TG were also positively correlated with the aortic lesion area in both sexes. On individual animal bases, all plasma traits showed strong correlations between the pre-diet and post-diet periods, regardless of sex (Table S3).

**Table 1:** Spearman correlations between aortic lesion area and atherosclerotic traits in DO-F1 mice.

Trait	Unit	Weeks	Male mice		Female mice	
			ρ	p	ρ	p
Body weight	g	8	0.011	0.87	− 0.005	0.94
Total cholesterol	mg/dL	8	0.24	2.8 × 10^–04^	0.20	0.002
Glucose	mg/dL	8	− 0.07	0.29	− 0.14	0.035
Triglyceride	mg/dL	8	0.24	2.9 × 10^–04^	0.20	0.002
Body weight	g	24	− 0.049	0.45	0.012	0.85
Total cholesterol	mg/dL	24	0.49	1.9 × 10^–15^	0.38	1.7 × 10^–09^
VLDL/LDL-cholesterol	mg/dL	24	0.50	5.4 × 10^–16^	0.38	1.4 × 10^–09^
HDL-cholesterol	mg/dL	24	−0.051	0.44	0.064	0.32
Glucose	mg/dL	24	− 0.058	0.38	0.11	0.08
Triglyceride	mg/dL	24	0.32	4.5 × 10^–07^	0.13	0.04

n = 472 (238 females and 234 males).

### Genetic regulation of atherosclerotic traits in hyperlipidemic DO-F1 mice

We first assessed the heritability for clinical traits to examine the genetic contribution to atherosclerotic traits. The heritability of traits ranged between 0.31–0.67 and was 0.5 for aortic lesion area indicating that similar to humans and other genetic approaches using mouse models, a proportion of the variation in these traits can be attributed to genetics (Table 2). Based on our observation of sex-specific differences in atherosclerotic traits, we conducted QTL analysis in a sex additive model, female mice, and male mice, respectively. Prior to the induction of severe hyperlipidemia by the HFHC diet feeding, we identified QTLs for plasma triglycerides, cholesterol, and glucose, all of which are associated with atherosclerosis risk (Table 3 and Table S4). For example, a significant association (P < 0.05) was identified for plasma glucose measured at 8 weeks on Chr 1 at 176 Mb in male mice. This QTL had a logarithms of odds ratios (LOD) score of 8.4, overlapped with the previously identified QTLs including body weight (Bw8q1), TC (Tcq11), HDL-C (Phdlc5), and triglyceride (Tgl5), and associated with *ApoA2 *locus^16–19^. A novel QTL for plasma TG was found on Chr 6 in males at 125 Mb with a LOD score 9.5. Following 16 weeks of high-fat feeding to induce hyperlipidemia, QTLs were identified for plasma TG on Chr 1 in females at 36.5 Mb and on Chr 6 in a sex additive model at approximately 125 Mb (Fig. S4 and Table S5). The Chr 6 locus overlaps with previously observed QTLs including atherosclerosis (*Ath37*), body mass index (*Bmiq4*), and plasma apolipoprotein B (*Pabr1*)^20–22^. We also performed QTL analysis of the changes in plasma traits in response to the HFHC. We identified several suggestive QTL, however, no additional significant QTLs were found (Table S6).

**Table 2:** Narrow sense heritability for atherosclerotic traits in DO-F1 mice.

Trait	Unit	Weeks	Narrow sense heritability		
			All mice	Female mice	Male mice
Body weight	g	8	0.67	0.93	0.76
		24	0.54	1.00	0.94
Total cholesterol	mg/dL	8	0.39	0.75	0.62
		24	0.37	0.42	0.77
VLDL/LDL-cholesterol	mg/dL	24	0.35	0.42	0.74
HDL-cholesterol	mg/dL	24	0.31	0.43	0.45
Glucose	mg/dL	8	0.34	0.40	0.43
		24	0.38	0.46	0.59
Triglyceride	mg/dL	8	0.33	0.63	0.58
		24	0.38	0.46	0.59
Aortic lesion area	µm^2^/section	24	0.50	0.64	0.98
Total aortic lesion area	µm^2^	24	0.46	0.62	1.00

n = 461 (235 females and 226 males).

**Table 3:** Significant QTLs for atherosclerotic traits in three models and strain difference in regression coefficient of the association between each trait and marker SNP.

Model	Traits	Weeks	Chr	Position (Mbp)	LOD	CI (low)^a^	CI (hi)^a^	LOD threshold (p < 0.63)	LOD threshold (p < 0.05)	#Genes	Marker
Female mice	Plasma triglyceride	24	1	36.50	8.11	35.81	38.31	6.58	8.08	31	UNC454349
Female mice	Aortic lesion area (Average)	24	4	132.73	6.51	55.60	134.86	6.44	7.60	502	UNC8247956
Female mice	Aortic lesion area (Average)	24	10	28.85	7.30	22.90	30.75	6.44	7.60	33	JAX00286290
Female mice	Aortic lesion area (Average)	24	14	68.04	6.74	37.40	70.35	6.44	7.60	237	UNC24171938
Male mice	Plasma glucose	8	1	176.42	8.42	175.48	179.92	6.50	7.79	22	JAX00012935
Male mice	Plasma triglyceride	8	6	125.69	9.53	122.57	126.02	6.61	7.97	61	UNCHS018944
Male mice	Plasma glucose	24	11	100.41	8.45	100.11	104.92	6.49	7.72	122	UNC20243587
Male mice	Aortic lesion area (Average)	24	19	38.17	7.92	32.00	40.23	6.43	7.56	58	UNCHS047709
Sex additive	Plasma triglyceride	24	6	124.86	7.78	122.58	125.54	6.39	7.64	70	UNC12014770
Sex additive	Aortic lesion area (Average)	24	19	33.00	6.55	32.09	39.09	6.37	7.69	54	UNCHS047622

n = 461 (235 females and 226 males).

Significance is considered only when QTL results were P < 0.05. For the aortic lesion area trait only, significant and suggestive QTL results are included in the table.

^a^95% Bayesian credible interval was calculated as implemented by the bayesint function in R/QTL2.

We identified two genome-wide significant loci associated with average atherosclerotic lesion size. A female-specific model identified one highly suggestive (P < 0.1) QTL on Chr 10 (Fig. 2A,C) which overlaps with the previously identified *Ath11* locus^23^. This QTL had a LOD 7.3, spanned 22.90 to 30.75 Mb on Chr 10, and contains 51 protein-coding genes (Table S7). One significant (P < 0.05) and novel QTL was identified on Chr 19 in a male-specific model (Fig. 2B,D). This complex QTL with a LOD 7.92 spans 32.09 to 39.09 Mb and contains 61 protein-coding genes (Table S7). The proximal boundary of this QTL indicates that mice harboring CAST and A/J allele have increased lesion size while the distal QTL boundary indicates that mice with 129 and PWK alleles have increased lesion size (Figs. 4C and 5C).

**Figure 2:**
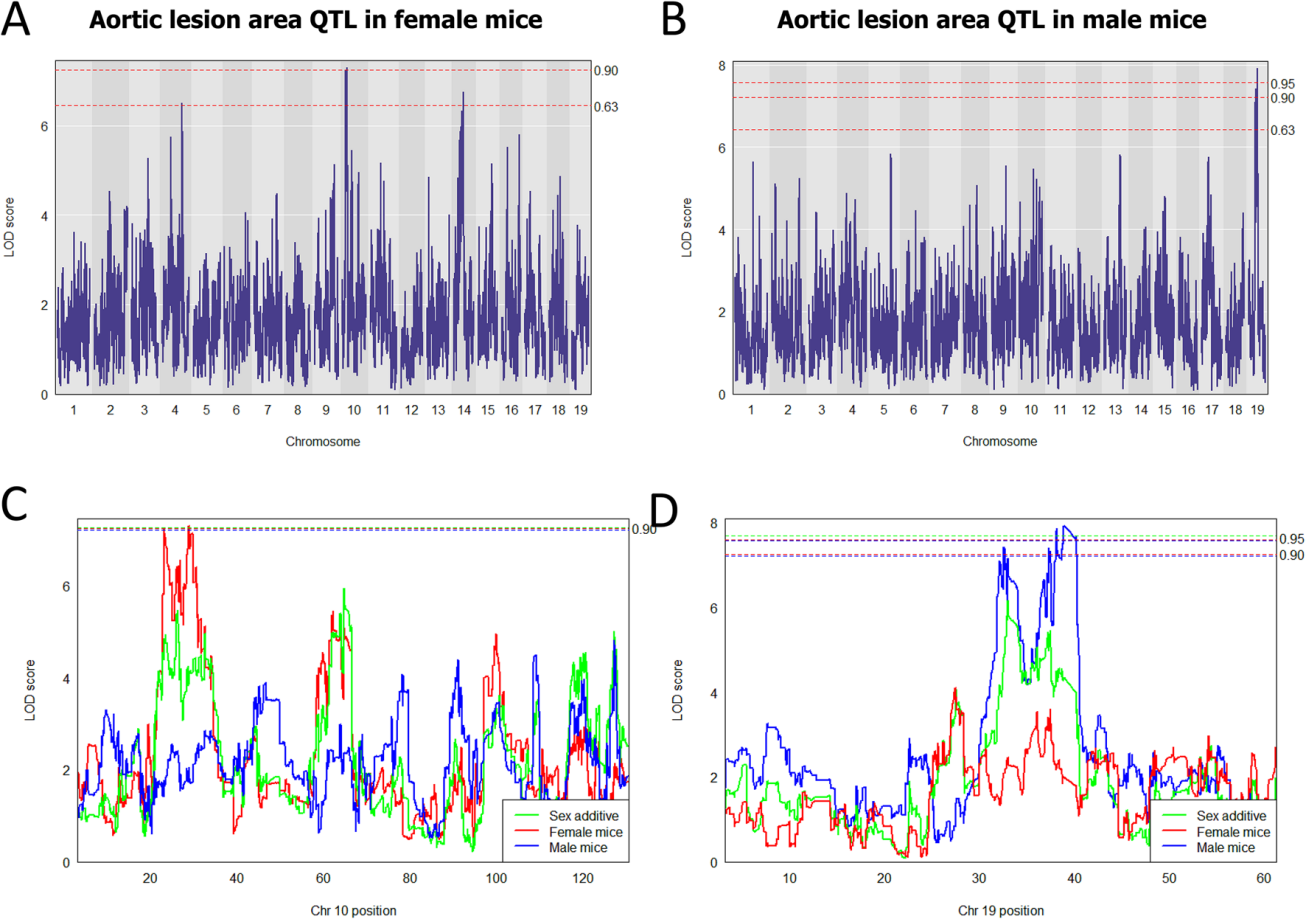
Aortic lesion area QTL of DO-F1 mice in three models. (**A**,**B**) Genome-wide aortic lesion area QTLs on Chr 10 in female mice (**A**) and Chr 19 in male mice (**B**) fed a synthetic HFHC diet for 16 weeks. Dashed lines correspond to P = 0.05 (0.95 significant), P < 0.1 (0.90 highly suggestive), or P < 0.63 (0.36 suggestive) thresholds. (**C**,**D**) Comparison of aortic lesion area QTLs in three models on Chr 10 in female mice (**C**) and Chr 19 in male mice (**D**). Green, sex additive model; red, female mice; blue, male mice. Dashed lines correspond to P < 0.05 (significant) and P < 0.1 (highly suggestive).

### Prioritization of positional candidate genes underlying atherosclerotic lesion size QTLs in hyperlipidemic DO-F1 Mice

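Liver RNA was sequenced from 162 DO-F1 mice, 85 females and 77 males, at 24 weeks of age and after 16 weeks on the HFHC diet. A DO-F1 mouse has a Diversity Outbred mother, from an outbred population that segregates the alleles of inbred founder strains, and a C57BL/6J father that carries the CETP and APOE-Leiden transgenes. The authors chose livers of mice with a high or a low aortic lesion area in each sex. Lesion area, plasma lipids and genotype of the single mice are not analysed here, and sex is the only condition by which livers were grouped. By the paper's Table S8, between 28113891 and 41589492 read pairs were sequenced per female liver (median 30104117) and between 25748054 and 39197382 per male liver (median 29863249). The authors aligned the reads to the transcripts of all founder strains, estimated the abundance of each gene with EMASE on the GRCm38 (mm10) build, and deposited TPM values of all genes without a filter on low values. Of the gene identifiers, 31894 are in the GENCODE M21 annotation of the same build. The values of each library sum to 1000000, so they keep no record of depth, and the value of a gene also depends on the share of the total that the most abundant genes take. All libraries were spread over the same sequencing lanes, and no other batch of single libraries is recorded here. Low values of Rps12 changed along mouse number, however, so a batch cannot be excluded, and no comparison adjusts for one. The DO mothers came from more than one outbreeding generation, and the paper's QTL models adjust for generation. The generation of single mice is not known here, so no comparison adjusts for it. Values were analysed as log2(TPM + 1), a scale that understates the change of genes with a low TPM. Genes with a mean TPM above 1 were compared between the sexes with limma and Benjamini-Hochberg (BH) adjustment. Single genes and correlations were tested with two-sided permutation tests of 100000 resamples, for which 1e-05 is the smallest P value possible. With an adjusted P under 0.05, 10191 genes differed between the sexes, of which 1040 were higher in males and 9151 higher in females. The median log2 difference of all genes tested, male minus female, was -0.19. The 50 most abundant genes of a library took 45.7% ± 3.76 (SD, n = 77) of the TPM in males and 41.9% ± 2.34 (SD, n = 85) in females (permutation test, P = 1e-05). The direction of the calls moved most when every library was rescaled by its median of ratios to the other libraries, with 4563 genes higher in males, 4334 higher in females and a median log2 difference of 0.0076. When every library was rescaled to the same upper quartile, the normalization the paper used for its eQTL analysis, 3825 genes were higher in males and 5030 higher in females, and the median log2 difference was -0.025.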

To prioritize candidate genes at the loci associated with atherosclerosis, we chose to incorporate gene expression analysis in the livers of DO-F1 mice, with assumptions that (1) the liver is the most important organ for lipoprotein metabolism, and is the source of hyperlipidemia, and (2) regulation of gene expression in the livers would likely represent the expression of multiple cell types including endothelial cells, smooth muscle cells, macrophages and fibroblasts involved in the plaque development in aortic tissues. Our data showed the livers express 28 and 58 genes located in the confidence interval for the aortic lesion area QTLs on Chr 10 and 19, respectively (Table S6). 

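All 28 genes on Chr 10 and all 58 genes on Chr 19 that the paper's Table S7 lists had a mean TPM above 1 over the 162 livers. In GRCm38, the genes on Chr 10 lie between 22703879 and 30803326 bp. Their mean ran from 1.02 TPM for Themis to 979 TPM for Arg1, with a median of 11.6 TPM over the genes, and 21 of them had a mean above 5 TPM. Tcf21 is the 1 other gene in that span with a mean TPM above 1. The genes on Chr 19 lie between 31868764 and 40271842 bp. Their mean ran from 1.00 TPM for Kif11 to 2739 TPM for Rbp4, with a median of 22.2 TPM over the genes, and 43 of them had a mean above 5 TPM. With the median over the livers in place of the mean, 24 of the 28 genes and 55 of the 58 genes were above 1 TPM. With a mean above 1 TPM required in each sex, 26 and 54 genes were.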

On Chr10, *Rps12*, *Moxd1,* and *Ptprk* expressions were negatively correlated with aortic lesion in females only with adjusted *P*-values 0.033, 0.044, and 0.037 respectively, while *Enpp1* and *Echdc1* were negatively correlated only in males, both with adjusted *P*-values of 0.001. 

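Of these genes, Enpp1 (ENSMUSG00000037370, Chr 10, 24637914 to 24712159 bp in GRCm38) had 16.7 ± 2.64 TPM (SD, n = 85) in females and 11.3 ± 2.46 TPM (SD, n = 77) in males. Its log2 difference, male minus female, was -0.54 (SE 0.041, adjusted P = 3.68e-25 from limma with BH adjustment). Echdc1 (ENSMUSG00000019883, 29313166 to 29347469 bp) had 38.9 ± 8.71 TPM (SD, n = 85) in females and 42.4 ± 8.94 TPM (SD, n = 77) in males, a log2 difference of 0.13 that is smaller than the SD within either sex (SE 0.050, adjusted P = 0.0192). It was 0.31 with the same upper quartile in every library and 0.35 with median-of-ratios rescaling, and for Enpp1 these gave -0.36 and -0.33. The paper's correlation with lesion area in males is -0.382 for Enpp1 and -0.399 for Echdc1 in its Table S7. Rps12 (ENSMUSG00000061983, 23785183 to 23787275 bp) was under 1 TPM in 99 of the 162 livers and above 100 TPM in 54, which were 33 females and 21 males. No liver had a value between 2.62 and 215 TPM. Rps12l1, a processed pseudogene of Rps12 on Chr 7 (56014016 to 56014414 bp), was under 1 TPM in each of the 54 livers with high Rps12 and at least 55.0 TPM in each of the others. As the livers form separate clusters, no correlation is given for this pair. The SD of log2(TPM + 1) over all livers was 3.97 for Rps12 alone and 0.43 for the sum of Rps12, Rps12l1 and the further copy Rps12-ps3. A part of that drop comes from copies that are present where Rps12 is near 0. With Rps12 permuted over the livers of a sex, the SD of the sum had a median of 1.34 and was never under 1.08. Reads of these copies can be assigned to one another, so the value of Rps12 itself is uncertain. Its log2 difference between the sexes, -1.24 (SE 0.61), was not past the threshold (adjusted P = 0.0566).

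**Figure D1:**
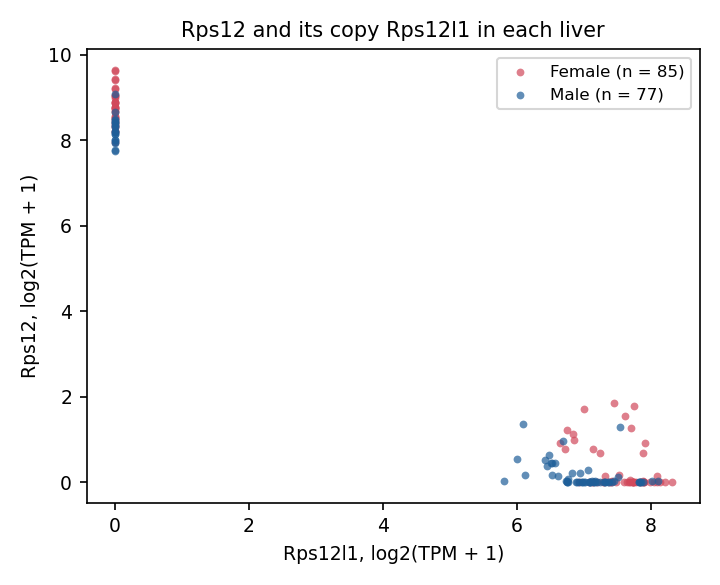
Rps12 on the vertical axis against its copy Rps12l1 on the horizontal axis, both as log2(TPM + 1), with 1 point for each liver of 85 females (red) and 77 males (blue). The 54 livers with Rps12 above 100 TPM have Rps12l1 under 1 TPM, and the other livers have at most 2.62 TPM of Rps12 and at least 55.0 TPM of Rps12l1.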

Involvement in atherogenesis of all these genes has been experimentally demonstrated in the literature except for *Echdc1,* which nevertheless is involved in lipid metabolism. 

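Tbpl1 lies on Chr 10 (22703879 to 22731938 bp in GRCm38), and Pank1, Rbp4, Minpp1, Atad1, Marchf5, Exoc6 and Hells lie on Chr 19. Rbp4 was the most abundant of these genes, with 2615 ± 411 TPM (SD, n = 85) in females and 2876 ± 447 TPM (SD, n = 77) in males. Hells was the least abundant, with 1.19 ± 0.559 TPM (SD, n = 85) in females and 0.947 ± 0.535 TPM (SD, n = 77) in males, and it was under 1 TPM in 28 females and 51 males. The log2 difference, male minus female, was -0.28 for Tbpl1, -0.21 for Exoc6, -0.18 for Minpp1, -0.17 for Hells, -0.10 for Atad1 and 0.14 for Rbp4. The highest adjusted P of these 6 genes was 0.0034, for Hells (limma, BH). The difference was not past the threshold for Pank1 (0.059, adjusted P = 0.292) and Marchf5 (0.0057, adjusted P = 0.814). After rescaling to the same upper quartile, Atad1 was higher in males (0.078), Pank1 (0.25) and Marchf5 (0.19) passed the threshold, and Minpp1 (-0.0037), Exoc6 (-0.037) and Hells (-0.086) no longer did.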

Among the genes located within the QTL range on Chr 19, strong negative correlations (adjusted P < 0.01) between aortic lesion and the liver expression of *Tbpl1*, *Pten*, *Pank1*, *Rbp4,* and *Cyp2c67* were found only in males, while of *Minpp1*, *Atad1*, *Marchf5*, *Exo6* and *Hells* only in females. Again, many of these genes have been experimentally demonstrated/implicated to play roles in atherosclerosis.

We next focused on liver *cis*-eQTLs colocalizing with aortic lesion area QTLs. 

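The paper's Table S8 gives RNA integrity, depth and mapping for 162 livers by sex but not by mouse, so these values were compared between the sexes only. The RNA integrity number (RIN) was 9.01 ± 0.415 (SD, n = 85) in females and 9.09 ± 0.361 (SD, n = 77) in males (permutation test, P = 0.180). The 2 lanes together gave 30929273 ± 2273225 read pairs (SD, n = 85) per female liver and 30649466 ± 2147523 (SD, n = 77) per male liver (permutation test, P = 0.426). Uniquely mapped reads made up 93.5% ± 0.617 (SD, n = 85) in females and 93.5% ± 0.621 (SD, n = 77) in males (permutation test, P = 0.785). Reads mapped to genes made up 55.2% ± 1.69 (SD, n = 85) and 55.3% ± 1.61 (SD, n = 77), respectively, and did not differ by the same test. After BH adjustment over these 4 comparisons, the lowest P was 0.721.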

First, sequence read and alignment quality was assessed by RNA-sequencing of total RNA isolated from liver tissue (Table S8). Next, *cis* and *trans*-eQTL from the sex additive at the Chr 10 and 19 loci are presented in Table S9. We found 10 *cis*-eQTLs that colocalized with female aortic lesion area QTL on Chr 10, and 16 *cis*-eQTLs that colocalized with male aortic lesion area QTL on Chr 19 (Table S10). 

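As genotypes are not analysed here, these eQTLs were examined on the side of expression, by how far their genes varied between mice of the same sex. The 237 genes with a cis-eQTL in the paper's Table S9 had a median SD of log2(TPM + 1) within sex of 0.31. Random lists of as many genes, matched on mean expression, had a median of 0.29 (10000 lists), and the median of the cis-eQTL genes lay at percentile 96.9 of these lists. For the 26 genes of Table S10, the median SD was 0.37 against 0.28 in random lists, at percentile 98.8. Rescaling to the same upper quartile moved the percentile most for the 237 genes, to 97.9, and for the 26 genes it gave 96.6. Among the 26 genes, the SD within sex was 3.93 for Rps12, 2.43 for Rpl9-ps6, 2.15 for Gm10145, 1.54 for Cyp2c39 and 1.30 for Moxd1. Rps12, Rpl9-ps6 and Cyp2c39 have near-identical copies that can share reads, and Gm10145 is a processed pseudogene that was under 1 TPM in 54 females and 53 males. The spread of these 4 genes between mice is therefore uncertain. The same holds for Cyp2c38 (0.83), Cyp2c68 (0.59) and Cyp2c67 (0.52), and for the processed pseudogene Rpl10-ps6 (0.60). The 26 genes were not tested without them, so the percentile of that list may rest in part on uncertain values.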

We further prioritized these positional candidate genes by calculating the correlation between these *cis*-eQTLs genes and aortic lesion area. For example, of the ten genes that have *cis*-eQTLs in the Chr 10 QTL interval, *Moxd1* (monooxygenase DBH Like 1) and *Ptprk* (protein tyrosine phosphatase receptor type K transporter) genes were significantly correlated with aortic lesion area in females (Fig. 3A and Table S10) and *Ptprk cis*-eQTLwas associated with the same locus as aortic lesion area (Fig. 3B). 

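Moxd1 (ENSMUSG00000020000) lies on Chr 10 from 24223517 to 24302790 bp in GRCm38. Its value was under 1 TPM in all 85 females, with a mean of 0.0500 ± 0.117 TPM (SD, n = 85) and a median of 0. In males the mean was 6.26 ± 14.3 TPM (SD, n = 77), with 51 of the 77 livers under 1 TPM and the highest at 78.7 TPM. The log2 difference, male minus female, was 1.18 (SE 0.20, adjusted P = 8.11e-08 from limma with BH adjustment). The paper's correlation of Moxd1 with lesion area in females is -0.253 in its Table S7.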

We next compared whether shared founder allele effects were observed between aortic lesion areas QTL in females and *Ptprk cis*-QTL. The CAST and PWK alleles on Chr 10 QTL in females were associated with smaller lesion size (Fig. 3C). However, we observed that *Ptprk* mRNA levels were higher in mice harboring CAST and PWK alleles than non-carriers at this locus (Fig. 3C). Additionally, single nucleotide polymorphism (SNPs) within the *Ptprk* gene were associated with both aortic lesion area (P < 0.001) and *Ptprk* gene expression (P < 0.001 in all mice, females, or males) (Fig. 3D,E and Table 4). These data suggest that genetic variants at approximately 28.1–28.5 Mb on Chr 10 are associated with decreased hepatic *Ptprk* gene expression level and increased aortic lesion area.

**Figure 3:**
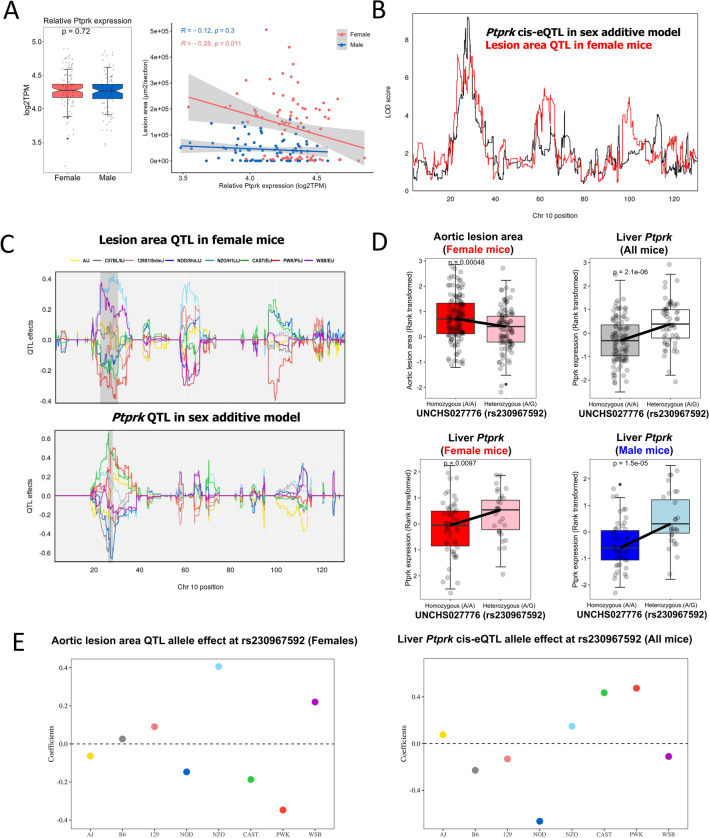
Co-localization of aortic lesion area QTL with liver gene expression of *Ptprk* in females. (**A**) *Ptprk* gene expression (log2TPM, transcripts per million) is negatively correlated with aortic lesion area in females (ρ = − 0.28, P < 0.011), not males (ρ = − 0.12, P < 0.3). (**B**) LOD score profiles of *Ptprk cis*-eQTL on Chr 10 in a sex additive model (black line) and of aortic lesion area QTL in female mice (red line). (**C**) Estimated founder allele effect plots for aortic lesion area QTL in females and *Ptprk cis*-eQTL in sex additive model. Female aortic lesion area was linked to the high allele in NZO and WSB strain and low allele in CAST and PWK strains and *Ptprk* gene expression was linked to the high allele in CAST and PWK strains and low allele in WSB strain at the Chr 10 QTL. (**D**) Associations of a SNP (rs230967592) in the *Ptprk* gene with aortic lesion area in females (red color) or liver *Ptprk* gene expression in all mice (grey color), females (red color), and males (blue color). (**E**) Estimated founder strain levels of aortic lesion area in females and liver *Ptprk* gene expression in all mice were inferred from the founder strain coefficients observed at the SNP (rs230967592).

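Ptprk (ENSMUSG00000019889) spans 28074820 to 28597397 bp on the plus strand of Chr 10 in GRCm38. Expression was 19.1 ± 2.96 TPM (SD, n = 85) in females and 16.5 ± 2.83 TPM (SD, n = 77) in males. The mean log2(TPM + 1) differed by -0.20, male minus female (permutation test, P = 1e-05, the smallest that the resamples can give), and 19 of 77 males were above the female median. With BH adjustment over the 4 genes tested this way, P was 1.33e-05. The difference depended on the scaling of the libraries. It was -0.023 after rescaling to the same upper quartile (permutation test, P = 0.383) and 0.012 after median-of-ratios rescaling (permutation test, P = 0.631).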

**Table 4:** List of SNPs in candidate genes that showed significant difference of aortic lesion area and gene expression between heterozygous and homozygous genotypes.

Gene	Maker	Chr	Position	SNP	Strains that have minor alleles	Major allele (Allele from B6)	Minor allele
*Ptprk*	UNCHS027770	10	28.142762	rs29316154	CAST;PWK	C	T
*Ptprk*	UNC17651750	10	28.218847	rs243273871	CAST;PWK	C	A
*Ptprk*	JAX00016183	10	28.288723	rs46801305	CAST	T	G
*Ptprk*	UNC17653128	10	28.315729	rs248898676	CAST;PWK	T	G
*Ptprk*	UNC17653533	10	28.348571	rs52604325	CAST;PWK	G	T
*Ptprk*	UNCHS027772	10	28.390664	rs36371657	CAST;PWK	A	G
*Ptprk*	UNCHS027775	10	28.403443	rs50071536	CAST;PWK;WSB	C	T
*Ptprk*	UNCHS027776	10	28.405695	rs230967592	CAST;PWK	A	G
*Ptprk*	UNCHS027779	10	28.463659	rs238966765	PWK	C	G
*Ptprk*	UNC17655660	10	28.485286	rs225638435	CAST;PWK	C	T
*Pten*	UNC30214131	19	32.802285	rs30401869	B6;129;CAST;PWK	T	C
*Cyp2c67*	UNCHS047733	19	39.942755	rs223861560	PWK	C	T

Similarly, of 16 genes that have *cis*-eQTLs at the Chr 19 locus, *Pten* (phosphatase and tensin homolog) and *Cyp2c67* (cytochrome P450, family 2, subfamily c, polypeptide 67) were negatively correlated (P = 0.005) with aortic lesion area in males (Figs. 4A and 5A) and are physically located within the atherosclerosis QTL interval on Chr 19 (Figs. 4B and 5B). Our assessment of the shared founder allele in males for aortic lesion area QTL and the *Pten* or *Cyp2c67 cis*-eQTL revealed a complexity of this atherosclerosis QTL interval on Chr 19. Namely, the allelic effects at the proximal and distal boundaries of the QTL interval were different in the atherosclerosis QTL interval on Chr 19 (Figs. 4C and 5C). At the proximal boundary, the A/J, CAST, and PWK alleles were associated with larger lesion size, and the NOD, NZO, and WSB alleles were associated with smaller lesions (Figs. 4C and 5C). At the distal boundary, we found that the 129 and PWK alleles were associated with larger lesion size, and the NOD, CAST, NZO, and WSB alleles were associated with smaller lesions (Figs. 4C and 5C). In common in both boundaries on Chr 19, the PWK allele was associated with larger lesion size, and the NOD, NZO, and WSB alleles were associated with smaller lesions. The *cis*-eQTL for *Pten* and *Cyp2c67* were associated with PWK alleles but showed the opposite allele effect pattern to the aortic lesion area QTL (Figs. 4C and 5C). SNPs within the genomic coordinates of both *Pten* and *Cyp2c67* were associated with both aortic lesion area (P < 0.05) (Figs. 4D and 5D and Table 4) and their respective mRNA levels (P < 0.001) (Figs. 4E and 5E and Table 4). The direction of these associations suggests that SNPs present in PWK led to a decrease of *Pten* and *Cyp2c67* expression and an increase of aortic lesion size at the colocalized locus in males. Although we used only a limited number of DO-F1 mice for RNA-seq analysis, we attempted to prioritize genes at the Chr 19 locus using mediation analysis^24^. This preliminary analysis supports that expression of *Pten* could be a strong candidate mediator of atherosclerosis (Table S11). In contrast, analysis did not support the role of *Cyp2c67* as a mediator gene*.* Taken together, the expression of multiple genes within Chr10 and Chr19 QTL regions are negatively associated with atherosclerosis, multiple alleles may be acting additively within the QTL, and the genetic associations in the DO-F1 population influence atherosclerosis in a sex-dependent manner.

**Figure 4:**
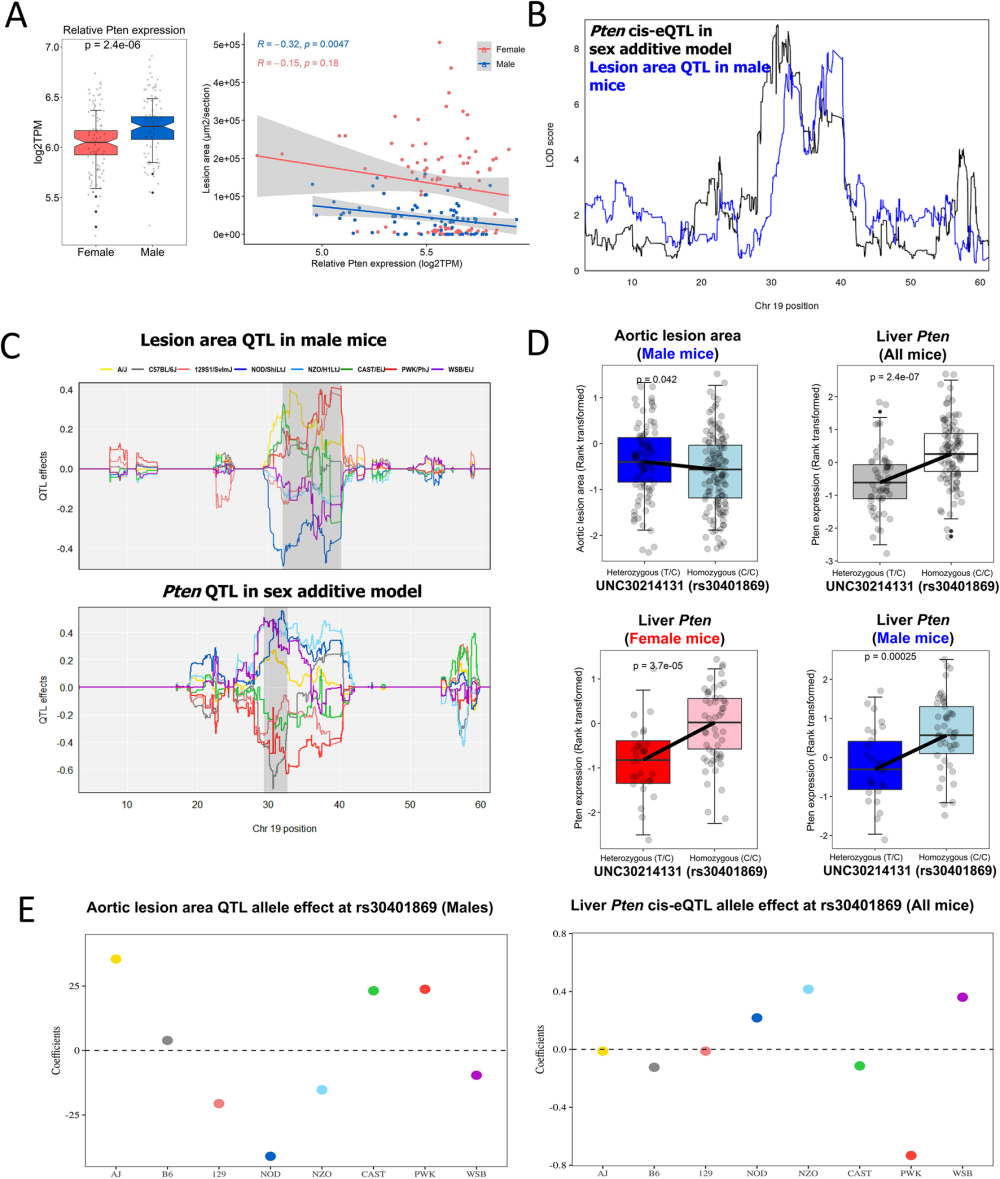
Co-localization of aortic lesion area QTLs with liver gene expression of *Pten* in males. (**A**) *Pten* gene expression is higher in males than in females (P < 1 × 10^–5^) and negatively correlated with aortic lesion area in males (ρ = − 0.32, P < 0.0047), not females (ρ = − 0.15, P < 0.18). (**B**) LOD profiles on Chr 19 highlight a significant association between the liver *Pten* gene expression and aortic lesion area in male mice. A black line represents the LOD score for a *cis*-eQTL of *Pten* expression in a sex additive model, and a blue line for aortic lesion area QTL in male mice. (**C**) Estimated founder allele effect plots for aortic lesion area QTL in males and *Pten cis*-eQTL in sex additive model. Male aortic lesion area was linked to the high allele in PWK strain and low allele in NOD strain and *Pten* gene expression was linked to the high allele in NOD strain and low allele in PWK strain at the Chr 19 QTL. (**D**) Association between a SNP (rs30401869) in the *Pten* gene and aortic lesion area in males (blue color) or liver *Pten* gene expression in all mice (grey color), females (red color), and males (blue color). (**E**) Estimated founder strain levels of aortic lesion area in males and liver *Pten* gene expression in all mice were inferred from the founder strain coefficients observed at the SNP (rs30401869).

**Figure 5:**
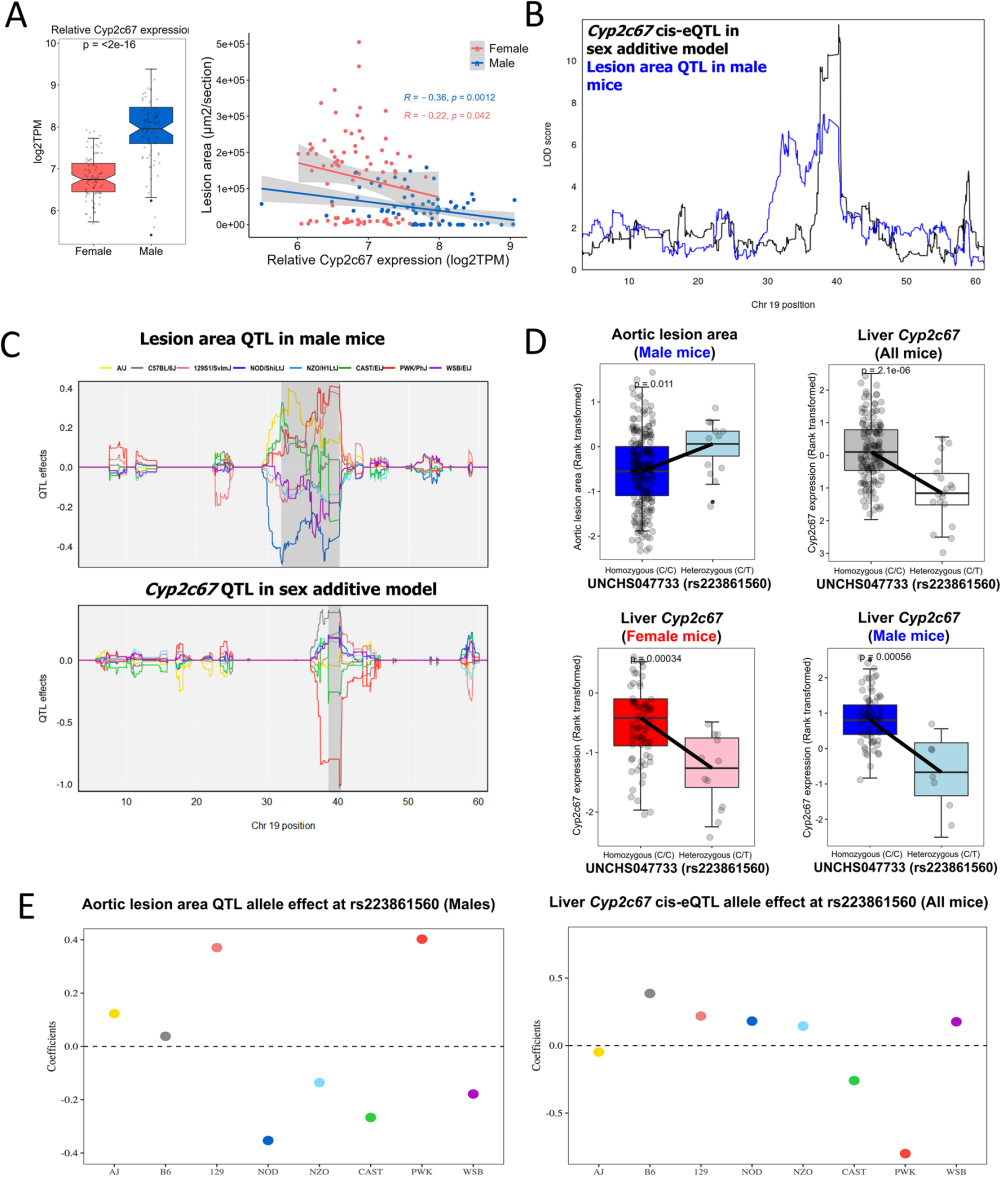
Aortic lesion area QTLs co-localized with liver gene expression of *Cyp2c67* in males. (**A**) *Cyp2c67* gene expression (log2TPM) is higher in males than in females (P < 2 × 10^–16^) and negatively correlated with aortic lesion area in males (ρ = − 0.36, P < 0.0012) and females (ρ = − 0.22, P < 0.042). (**B**) LOD profiles on Chr 19 highlighting a locus with significant association between the liver *Cyp2c67* gene expression and aortic lesion area in male mice. A black line represents the LOD score for *Cyp2c67*, indicating a *cis*-eQTL in a sex additive model, and a blue line for aortic lesion area QTL in male mice. (**C**) Estimated founder allele effect plots for aortic lesion area QTL in males and *Cyp2c67 cis*-eQTL in sex additive model. Male aortic lesion area was linked to the high allele in PWK strain and *Cyp2c67* gene expression was linked to the low allele in PWK strain at the Chr 19 QTL. (**D**) Association between a SNP (rs223861560) in the *Cyp2c67* gene and aortic lesion area in males (blue color) or liver *Cyp2c67* gene expression in all mice (grey color), females (red color), and males (blue color). (**E**) Estimated founder strain levels of aortic lesion area in males and liver *Cyp2c67* gene expression in all mice were inferred from the founder strain coefficients observed at the SNP (rs223861560).

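Cyp2c67 (ENSMUSG00000062624) lies on the minus strand of Chr 19 from 39608842 to 39649051 bp in GRCm38. Expression was 119 ± 37.8 TPM (SD, n = 85) in females and 236 ± 93.1 TPM (SD, n = 77) in males. The mean log2(TPM + 1) was higher in males by 0.93 (permutation test, P = 1e-05), and 71 of 77 males were above the female median. The difference was 1.12 with the same upper quartile in every library and 1.15 with median-of-ratios rescaling. Cyp2c67 belongs to a cluster of similar Cyp2c genes whose reads can be divided among them, so its level is uncertain. From its correlation with aortic lesion area in males, its cis-eQTL and the association of SNPs with both, none of which was recomputed here, the paper proposes that PWK alleles lower Cyp2c67 expression and enlarge lesions in males. Its mediation analysis did not favor Cyp2c67 as a mediator.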

### Identification of liver transcription factors with CVD GWAS, genetic regulation, and correlation with atherosclerosis

A panel of DO-F1 mice extensively characterized for their atherosclerotic traits, genetic variants, and liver transcriptome could provide a powerful resource for uncovering the mechanistic basis for the disease. To validate this concept, we next applied our integrated approaches to our hypothesis that differences in the expression of TFs can be critical determinants of atherosclerosis susceptibility which has been supported in the literature^25^. To evaluate whether expression of the liver transcriptome and genetic regulation are useful for dissecting the molecular basis of liver TF functions for atherosclerosis, we examined the expression and genetic regulation of liver TFs correlating with atherosclerotic traits in DO-F1 mice and investigated whether they were associated with CVD-related traits in human GWAS. First, we prioritized TF binding sites (TFBSs) of mouse TFs that were identified by large-scale chromatin immunoprecipitation sequencing analysis^26^ in promoter regions (i.e., 2 kb upstream of the transcription start site). Of 453 mouse TF listed in the HOCOMOCO database v11, we limited our analysis to the 265 TFs expressed in liver of DO-F1 mice.

We next sought to identify liver TFs that are genetically regulated and contribute to the susceptibility of atherosclerosis. We focused on liver TFs with significant eQTLs, correlated with atherosclerosis, and associated with CVD-related traits in GWAS. 

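Expression of the 34 transcription factors (TFs) of the paper's Table 5 was compared between the sexes. Of these, 27 differed with an adjusted P under 0.05, whether adjusted over all genes tested or over the 34 alone, and 28 did at an unadjusted P under 0.05. All 27 were higher in females. After rescaling to the same upper quartile, 24 differed, 7 of them higher in males and 17 higher in females, and after median-of-ratios rescaling 21 differed, 7 of them higher in males. The paper reports 9 of the 34 TFs as correlated with lesion area, plasma total cholesterol and triglyceride. These are Nr1h3, Irf7, Batf, Nr1h2, Max, Tead2, Hmga1, Tcf12 and Tgif1. All 9 were higher in females in the deposited values and under both rescalings. Their log2 difference, male minus female, ran from -1.04 for Irf7 (SE 0.10, adjusted P = 1.85e-17 from limma with BH adjustment) to -0.33 for Tcf12 (SE 0.048, adjusted P = 4.04e-10). They were not the only such TFs, as Tcf7 was also higher in females (-0.61, and -0.47 and -0.44 under the 2 rescalings). Across the 34 TFs, the difference female minus male rose with the paper's correlation of each TF with aortic lesion area in all mice. Spearman's rho was 0.861 (permutation test, P = 1e-05) and Pearson's r 0.827 (permutation test, P = 1e-05), and rho was 0.859 without the 2 TFs farthest from the median. This relation is across genes, which are not independent replicates, and both values come from the same livers. With the larger lesions that the paper reports in females, pooling the sexes favors such a relation in advance. The permutation P is therefore not evidence for an effect of these TFs.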

Of the 34 liver TFs with eQTLs, nine showed significant correlations with aortic lesion area, plasma TC, and plasma TG (Table 5). Of these nine TFs that were associated with atherosclerosis, only *Nr1h3* (encoding Liver X receptor alpha) was mechanistically associated with plasma lipids and atherosclerosis in GWAS. (Fig. 6A). For example, *Nr1h3* expression was positively correlated with aortic lesion area in females and with plasma TC in both sexes (Fig. 6B). In addition, *Nr1h3* had a *cis*-eQTL in a sex additive model (Fig. 6C).

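Nr1h3 (ENSMUSG00000002108) lies on the minus strand of Chr 2 from 91184061 to 91202834 bp in GRCm38. Expression was 86.8 ± 11.0 TPM (SD, n = 85) in females and 67.2 ± 7.72 TPM (SD, n = 77) in males. The mean log2(TPM + 1) differed by -0.36, male minus female (permutation test, P = 1e-05), and 0 of the 77 males were above the female median. Females also had the higher mean after rescaling to the same upper quartile (-0.18) and after median-of-ratios rescaling (-0.14), with 7 and 10 males above the female median. Within a sex, the SD of log2(TPM + 1) was 0.17 in females and 0.16 in males.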

**Table 5:** Spearman correlation between aortic lesion area and 34 transcription factors with significant eQTL in sex additive model.

Gene	Chr	Start (Mbp)	End (Mbp)	eQTLs	Aortic lesion area		Total cholesterol		Triglyceride	
				LOD	ρ	adjusted p-value	ρ	adjusted p-value	ρ	adjusted p-value
*Nr1h3*	2	91.18	91.20	10.85	**0.414**	**1.6E−07**	**0.532**	**1.4E−12**	**0.220**	**0.008**
*Irf7*	7	141.26	141.27	9.60	**0.389**	**1.0E−06**	**0.556**	**7.5E−14**	**0.272**	**8.7E−04**
*Batf*	12	85.69	85.71	8.68	**0.340**	**2.5E−05**	**0.560**	**4.2E−14**	**0.325**	**5.4E−05**
*Nr1h2*	7	44.55	44.55	8.51	**0.296**	**3.0E−04**	**0.456**	**3.9E−09**	**0.177**	**0.036**
*Max*	12	76.94	76.96	8.31	**0.259**	**0.002**	**0.508**	**2.4E−11**	**0.352**	**1.1E−05**
*Tcf7*	11	52.25	52.28	9.15	**0.230**	**0.006**	**0.321**	**6.9E−05**	0.111	0.204
*Tead2*	7	45.22	45.23	9.34	**0.221**	**0.008**	**0.442**	**1.3E−08**	**0.335**	**3.1E−05**
*Hmga1*	17	27.56	27.56	10.59	**0.219**	**0.009**	**0.440**	**1.7E−08**	**0.277**	**7.0E−04**
*Tcf12*	9	71.84	72.11	7.86	**0.204**	**0.015**	**0.416**	**1.2E−07**	**0.332**	**3.5E−05**
*Tgif1*	17	70.84	70.85	9.01	**0.195**	**0.021**	**0.424**	**6.0E−08**	**0.296**	**2.7E−04**
*Zfp57*	17	37.00	37.01	8.29	0.165	0.053	**0.334**	**3.2E−05**	**0.282**	**5.6E−04**
*Cxxc1*	18	74.22	74.22	8.19	0.163	0.057	**0.382**	**1.4E−06**	**0.189**	**0.024**
*Hes1*	16	30.07	30.07	8.15	0.152	0.076	**0.287**	**4.3E−04**	0.143	0.095
*Mafk*	5	139.79	139.80	7.84	0.132	0.127	**0.357**	**7.9E−06**	**0.321**	**7.1E−05**
*Klf1*	8	84.90	84.91	8.24	0.130	0.135	0.101	0.249	**− 0.170**	**0.044**
*Fosl2*	5	32.14	32.16	7.83	0.093	0.296	**0.300**	**2.2E−04**	**0.302**	**1.9E−04**
*Meis2*	2	115.86	116.07	8.74	0.082	0.358	**0.286**	**4.4E−04**	**0.195**	**0.020**
*Erg*	16	95.36	95.59	7.94	0.071	0.432	**0.257**	**0.002**	**0.217**	**0.009**
*Jun*	4	95.05	95.05	8.54	0.067	0.460	**0.242**	**0.003**	**0.307**	**1.5E−04**
*Nfyb*	10	82.75	82.76	13.38	0.055	0.544	0.106	0.223	0.120	0.168
*Mybl2*	2	163.05	163.08	18.93	0.054	0.559	0.117	0.177	0.029	0.760
*Nfyc*	4	120.76	120.83	7.90	0.044	0.631	**0.316**	**9.3E−05**	0.139	0.105
*Ehf*	2	103.26	103.30	8.13	0.034	0.720	**0.319**	**7.9E−05**	**0.279**	**6.3E−04**
*Foxk1*	5	142.40	142.46	9.47	0.028	0.767	**0.222**	**0.007**	0.047	0.608
*Maff*	15	79.35	79.36	8.17	0.026	0.788	**0.256**	**0.002**	**0.261**	**0.001**
*Tfcp2l1*	1	118.63	118.69	12.89	− 0.056	0.540	0.134	0.118	**0.190**	**0.024**
*Elk4*	1	132.01	132.03	7.94	− 0.075	0.402	0.121	0.164	0.163	0.055
*Cebpe*	14	54.71	54.71	11.71	− 0.085	0.342	0.028	0.768	0.090	0.310
*Lhx6*	2	36.08	36.11	9.40	− 0.100	0.258	0.055	0.549	0.119	0.170
*Zkscan1*	5	138.09	138.11	8.56	− 0.118	0.175	− 0.021	0.828	− 0.019	0.842
*Tfdp1*	8	13.34	13.38	10.21	− 0.125	0.152	0.034	0.715	0.158	0.063
*Pura*	18	36.28	36.29	8.13	− 0.126	0.146	0.082	0.354	**0.195**	**0.020**
*Nr2c2*	6	92.09	92.17	8.29	− 0.128	0.141	0.105	0.228	**0.173**	**0.040**
*Nr2c1*	10	94.15	94.20	8.68	**− 0.177**	**0.037**	0.124	0.153	**0.225**	**0.007**

Significant values are in bold.

**Figure 6:**
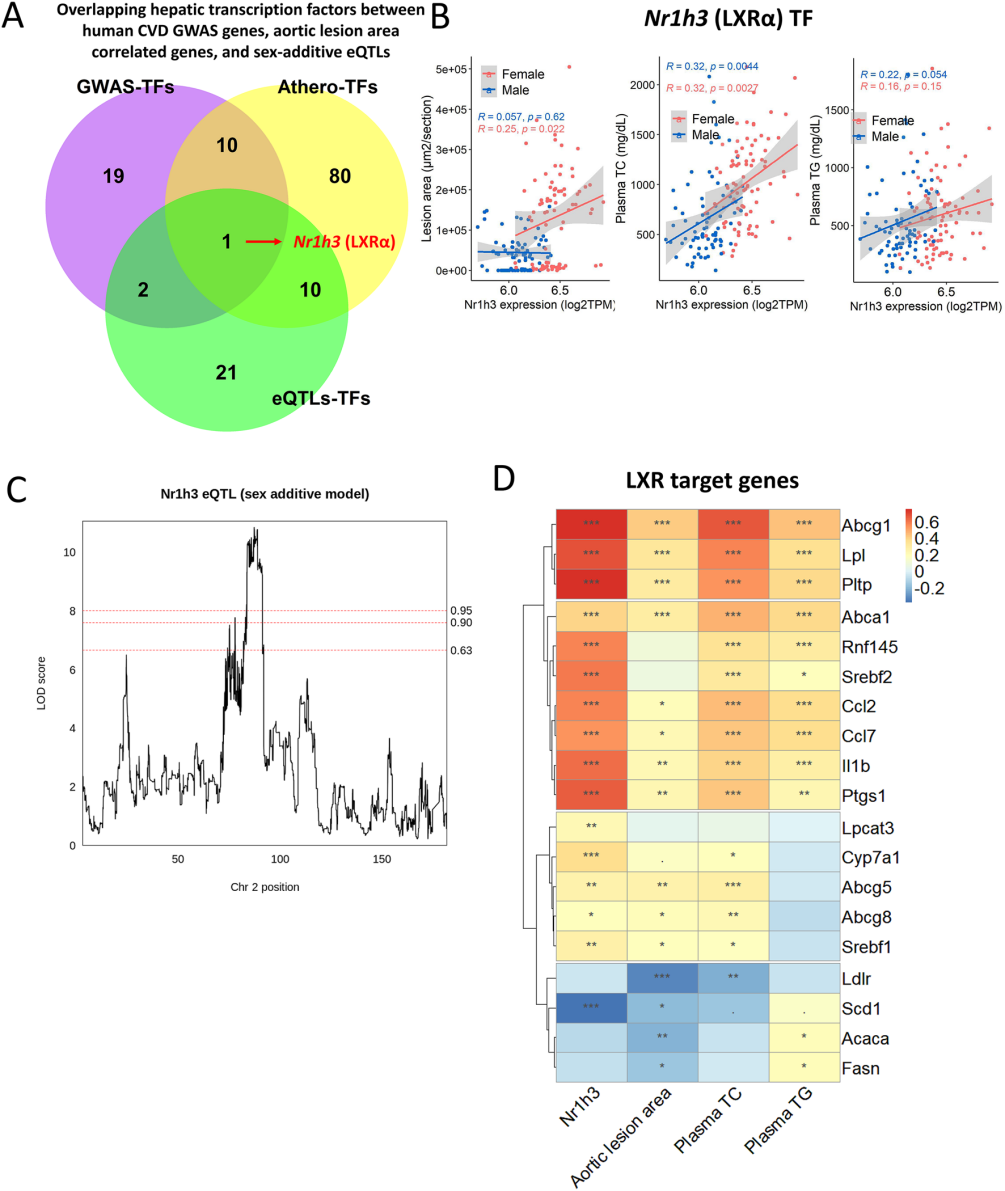
Association of a hepatic TF, *Nr1h3,* with atherosclerosis in the DO-F1 mice. (**A**) Identification of *Nr1h3* as a candidate hepatic TFs associated with atherosclerosis traits. Among TFs listed in the HocomocoV11, 265 are expressed in the DO-F1 livers. Among them, 32 TFs (purple circle) are associated with atherosclerosis-related traits in human GWAS, 34 TFs (green circle) have eQTLs in a sex additive model and yellow circle contains 101 TFs correlated with the aortic lesion area (adjusted P < 0.05) in all DO-F1 mice. Only *Nr1h3* satisfies all three criteria. (**B**) *Nr1h3* gene expression is positively correlated with aortic lesion area in females (ρ = 0.25, P < 0.05), not males (ρ = 0.057, P > 0.05), and positively correlated with plasma total cholesterol in both sexes (ρ = 0.32, P < 0.001) by Spearman correlation. (**C**) LOD profiles of the liver *Nr1h3* gene expression QTL in a sex additive model. *Nr1h3* is located at 91 Mb on Chr 2. Dashed lines correspond to P < 0.05 (significant), P < 0.1 (highly suggestive) or P < 0.63 (suggestive) thresholds. (**D**) Spearman correlation between liver *Nr1h3* gene expression, aortic lesion area and plasma total cholesterol and triglyceride with target genes of *Nr1h3* TF. The p-values were adjusted using the BH FDR procedure. “***” P < 0.001, “**” P < 0.01, and “*” P < 0.05.

Lastly, we examined direct or indirect target genes of *Nr1h3* to determine if the expression, genetic regulation, and correlation with aortic lesion area of *Nr1h3* could affect the relationship between *Nr1h3*’s target genes and atherosclerosis. 

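Nr1h3 was correlated across livers with 19 target genes, among them Abcg1, Lpl, Pltp, Abca1, Rnf145, Srebf2, Ccl2, Ccl7, Il1b, Ptgs1, Cyp7a1, Abcg5, Abcg8 and Scd1. Over all 162 mice, 16 of the 19 Spearman correlations had an adjusted P under 0.05 (permutation tests, BH over the 19), of which 15 were positive and 1 was negative. The same number passed with Pearson's r and without the 2 livers farthest from the median of Nr1h3. The values of rho ran from -0.391 for Scd1 to 0.741 for Pltp. Within females, 3 targets passed, Pltp, Abcg1 and Il1b, and 5 did at an unadjusted P under 0.05. Within males, 10 targets passed, all of them positive. With sex as a covariate over all mice, 10 passed. The count moved most in females with median-of-ratios rescaling, under which 11 targets passed, 7 positive and 4 negative. In males that rescaling gave 14 targets, 4 positive and 10 negative, and 12 of the 19 correlations changed sign. With the first principal component as a covariate, 17 targets passed over all mice, 3 in females and 4 in males. Over all mice, the same rescaling gave 9 targets, 6 positive and 3 negative, and Ccl2 and Ccl7 were among the negative ones.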

Of the *Nr1h3-*dependent genes reported^27,28^, ten genes showed strong correlations with *Nr1h3* expression and atherosclerosis or plasma lipids in our DO-F1 cohort (Fig. 6D). These genes are involved in cholesterol metabolism (*Abca1*, *Abcg8*, *Abcg5*, *Lpl*, *Cyp7a1*, and *Pltp*), lipid and atherosclerosis (*Abca1*, *Il1b*, *Ccl2*, and *Abcg1*), bile secretion (*Abcg8*, *Abcg5*, and *Cyp7a1*), and IL-17 signaling pathway (*Ccl7*, *Il1b*, and *Ccl2*) (Table S12). These results demonstrate that genetic variation in DO mice helped identify Nr1h3 which has mechanistic relationships with dyslipidemia and atherosclerosis. Furthermore, this implies that genetic variation of this, and potentially additional, TF contributes to the complexity of atherosclerosis.

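Over all 162 mice, Spearman's rho with Nr1h3 was 0.615 for Il1b, 0.562 for Ccl2, 0.535 for Ccl7, 0.358 for Cyp7a1, 0.244 for Abcg5 and 0.184 for Abcg8. The corresponding Pearson's r was 0.640, 0.585, 0.530, 0.364, 0.263 and 0.193. Abcg8 had the highest P of the 10 genes (permutation test, P = 0.0199, adjusted P = 0.0237 for rho, and P = 0.0142 for r), and without the 2 livers farthest from the median of Nr1h3 its rho was 0.167. Nr1h3 and several of its targets differ between the sexes. With sex as a covariate, the partial rho fell to 0.012 for Cyp7a1, 0.032 for Abcg5 and 0.042 for Abcg8, and these were not past the threshold. With the same upper quartile in every library, however, rho over all mice rose to 0.412 for Abcg5 and 0.410 for Abcg8, and both were then past the threshold within females and within males as well. Of the 10 genes, the sign over all mice changed for Abca1 (-0.121), Ccl2 (-0.0874) and Ccl7 (-0.102) with that rescaling. The paper selects Nr1h3 as the only TF with an eQTL, a correlation with lesion area and an association with related traits in human GWAS. None of these criteria was recomputed here. With them, the correlations in Fig. 6D and the pathways of the correlated genes, the paper concludes that genetic variation in DO mice helped to identify Nr1h3. It also concludes that this TF has mechanistic relationships with dyslipidemia and atherosclerosis.

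**Figure D2:**
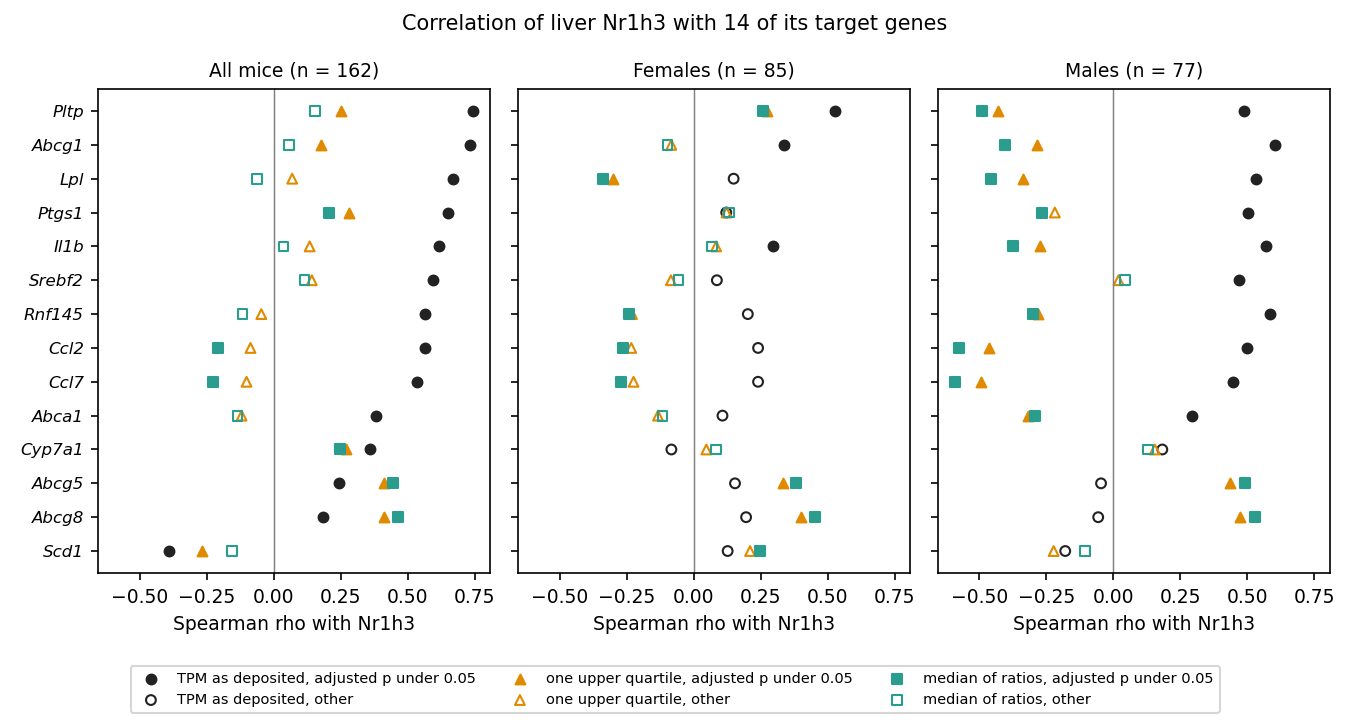
Spearman's rho of Nr1h3 (horizontal axis) with 14 of its 19 target genes (vertical axis) over all mice, females and males, for TPM as deposited (circles), rescaled to one upper quartile (triangles) and rescaled by median of ratios (squares). Filled symbols have an adjusted P under 0.05, with adjustment over all 19 targets.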

## Discussion

In this study, we observed a significant effect of genetic factors on atherosclerosis and investigated how liver gene expression and genetic regulations interact to affect these traits. Several conclusions were drawn from this study. First, we identified predominant sexual dimorphism and tremendous phenotypic variation in the atherosclerotic traits. Second, QTL analysis of hyperlipidemic DO-F1 mice identified genetic regulation of atherosclerosis and plasma lipid levels. These include identification of an aortic lesion area QTL narrowing the boundaries of a previously identified loci on Chr 10^29^ and a novel QTL on Chr 19 perhaps reflecting sex-specific genetic regulation^29^. Third, integration of gene expression, genetic regulation, and gene-trait correlation discovered multiple hepatic candidate genes and liver TFs that associated with atherosclerosis in DO-F1 mice. These results predict a prominent role of putative genes in the modulation of atherosclerotic traits. Each of these points is discussed in turn below.

Identification of sex-specific QTLs for aortic lesion area demonstrates the complexity of atherosclerosis in DO-F1 mice. Sex differences in aortic lesion area and sex-specific QTLs have previously been reported in F2 cross studies^30,31^. Our results reveal that aortic lesion area QTLs which were identified in DO-F1 mice show sex bias. These include a higher resolution of aortic lesion area QTL (confidence interval: ~ 8 Mbp) than the previous study (confidence interval: ~ 51 Mbp) that identified loci on Chr 10^29^ in females and a novel QTL on Chr 19 in males. 

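The 86 liver-expressed genes of the QTL intervals on Chr 10 and Chr 19 were compared between females and males. Of these, 63 differed with an adjusted P under 0.05 over all genes tested and 62 when adjusted over the 86 alone, and 64 had an unadjusted P under 0.05 (limma). In the deposited values 10 of the 63 were higher in males and 53 higher in females. On Chr 10, 21 of 28 genes differed, 4 of them higher in males, and on Chr 19, 42 of 58 differed, 6 of them higher in males. After rescaling to the same upper quartile, 63 genes passed, 27 higher in males and 36 higher in females. Of these, 51 had also passed in the deposited values, 46 of them with the same direction, while 12 genes passed only in the deposited values and 12 only after rescaling. After median-of-ratios rescaling, 60 passed, 29 higher in males and 31 higher in females. Stambpl1 (-1.08, adjusted P = 8.42e-32) and Papss2 (-0.88, adjusted P = 3.81e-37) were lower in males on the log2 scale. Enpp3 (0.52, adjusted P = 1.21e-15), Themis (0.61, adjusted P = 2.49e-10) and Ide (0.23, adjusted P = 1.07e-05) were higher in males, and these 5 genes kept their direction under both rescalings.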

The sex specificity of these QTLs reiterates that the genetic regulation of atherosclerosis is complex, and that the expression of candidate genes likely differs between sexes. This has important implications for development of therapies for atherosclerosis in men and women as the underlying genetic effects and the genes they affect may differ between sexes. This study supports the notation that a detailed investigation of sex differences and their underlying mechanisms are critically needed as we move towards “personalized medicine.”

Genetic regulation of the liver transcriptome also contribute to complex traits, and colocalization analysis between *cis*-eQTLs and atherosclerosis revealed genetic variant-gene-atherosclerosis associations. One of the main goals of our study was to discover novel genes that influence atherosclerosis, and we hypothesized that these genes would reveal new pathways and mechanisms. To identify robust candidate genes associated with atherosclerosis, we considered allele effects, *cis*-eQTL, and correlation with lesion size. Since eight alleles are segregated in DO mice, high-resolution mapping allowed us to investigate whether each allele was associated with lesion size. Several notable genes were identified as positional candidate genes based on the genetic regulation of their expression (*cis*-eQTL) and also correlated with aortic lesion area. Two candidate genes, *Ptprk* and *Pten*, encode protein tyrosine phosphatases (PTPs). PTPs are important modulators of cellular processes such as migration, proliferation, as well as differentiation and are involved in pathological changes of vascular wall function^32^. For example, *Ptprk* has previously been shown to associate with colorectal cancer^33^, angiogenesis^34^, and cell–cell contacts in epithelial cells^35^. Additionally, *Ptprk* possesses other unclear biological functions. For example, human genome-wide association studies have shown that *Ptprk* SNPs are associated with athletic performance and risk of Celiac disease^36,37^. Furthermore, data from approximately 500,000 individuals demonstrate that *Ptprk* is associated with LDL-C, platelet function tests, and inflammatory bowel disease (NCBI’s Phenotype-Genotype Integrator https://www.ncbi.nlm.nih.gov/gap/phegeni). *Pten*, another candidate with overlapping *cis*-eQTL and atherosclerosis QTL, is a tumor suppressor gene that is expressed in endothelial cells, sub-endothelial cells, and vascular smooth muscle cells^38^. *Pten* has previously been shown to influence the development of atherosclerosis^38,39^. In mice, *Pten* overexpression reduces plaque area and preserves contractile protein expression in smooth muscle cells (SMC) in atherosclerosis^38^. *Pten* deletion promotes spontaneous vascular remodeling in SMC and *Pten* reduction correlates with increased atherosclerotic lesion severity in human coronary arteries^39^. This relationship between *Pten* expression and atherosclerosis is consistent with the correlation analysis in the DO-F1 cross. In our analysis, *Pten* gene and lesion size showed a significant negative correlation only in males, which is also consistent with previous reports, considering that most functional validations were performed in male mice^39^. Lastly, *Cyp2c67* is another candidate with overlapping *cis*-eQTL physically located within the Chr 19 atherosclerosis QTL, but whose function itself has not been extensively characterized. However, cytochrome P450s (CYPs), which include *Cyp2c67*, catalyze the metabolism of drugs and substrates in liver and have been shown to be associated with the pathogenesis of atherosclerosis in many studies. In human GWAS studies, polymorphisms of CYPs have been reported to confer disease protection or reduce risk of CVD and atherosclerosis^40^. In animal models, CYPs were markedly inhibited in atherosclerosis-induced rabbits and mice lacking Niemann-Pick type C, which alleviates atherosclerosis by regulating macrophage intracellular cholesterol trafficking^41,42^. This supports that CYPs may provide a protective effect on atherosclerotic lesion development. Taken together, these findings and reports provide strong evidence that the candidate genes found in this study may have a pivotal role in the liver towards atherosclerosis development in mice and humans.

Feeding the HFHC diet feeding induces the expression of multiple genes, including specific transcription factors (TFs) which activate specific proinflammatory pathways^43^. In the current study, the integration of liver TF binding sites with gene expression and genetic regulation yielded associations between atherosclerosis and specific TFs. Of the 265 TFs expressed in DO-F1 liver tissue, eleven genetically regulated TFs were correlated with atherosclerosis, and our results not only suggest that lipid metabolism and inflammatory pathway-related TFs regulate gene expression For example, the liver X receptor alpha (LXRα), encoded by *Nr1h3* gene, is an important regulator of cholesterol, fatty acid, and glucose homeostasis^44^. LXRα expression is highest in the liver among all organs^45^, and LXRα target genes, ATP binding cassette (ABC) transporters A1/G1, apolipoprotein E/CI, and members of the Cyp7a family are also highly expressed in the liver of both humans and mice^27,44^. Numerous studies have shown that LXRα is involved in many pathways underlying the development of atherosclerosis and CVD, including lipid metabolism, innate immunity, and inflammation^45,46^. Our study showed that, among the target genes of LXRα, key lipid processing genes including *Abcg1*, *Lpl*, *Pltp*, and *Abca1* have a strong positive correlation with atherosclerosis. Furthermore, using the Harmonizome database (https://maayanlab.cloud/Harmonizome^47^), we found that there are putative 597 target genes that bind to the *Nr1h3* transcription factor using the CHEA Transcription Factor Targets dataset, and *Pten* is the only target gene of *Nr1h3* among the 86 liver expressed genes discovered in the aortic lesion area QTL in our DO-F1 cohort. 

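Abcg1, Lpl, Pltp and Abca1 were lower in males, with log2 differences of -1.47, -1.34, -1.16 and -0.27 (limma, highest adjusted P = 4.1e-05, for Abca1). After rescaling to the same upper quartile the differences were -1.30, -1.16, -0.97 and -0.085, and Abca1 was no longer past the threshold (adjusted P = 0.130). The macrophage markers Gpnmb, Lyz2, Trem2, Cd68, Cd5l, Ptprc, Csf1r, Adgre1, Clec4f and Itgam were also lower in males. Their differences ran from -2.60 for Gpnmb to -0.64 for Itgam, and with the same upper quartile from -2.44 for Gpnmb to -0.52 for Clec4f. The lower values of Abcg1, Lpl, Pltp and Abca1 in males were therefore not separated from a difference in macrophage content. In TPM, Abcg1 was 46.2 ± 18.9 (SD, n = 85) in females and 20.0 ± 15.9 (SD, n = 77) in males, and Abca1 was 78.2 ± 18.9 (SD, n = 85) and 65.3 ± 18.5 (SD, n = 77). Within females, rho with Nr1h3 was 0.526 for Pltp (adjusted P = 0.00019 by permutation) and 0.339 for Abcg1 (adjusted P = 0.0152), with Pearson's r of 0.556 and 0.429. Without the 2 females farthest from the median of Nr1h3, rho was 0.493 for Pltp and 0.296 for Abcg1, and Abcg1 was then not past the threshold. For Lpl and Abca1 in females, rho was 0.149 and 0.108 (adjusted P = 0.296 and 0.412 by permutation), and Pearson's r was 0.295 and 0.0780, of which that for Lpl was past the threshold (adjusted P = 0.0180). Within males, rho was 0.603 for Abcg1, 0.533 for Lpl, 0.487 for Pltp and 0.294 for Abca1 (highest adjusted P = 0.0182 by permutation), and Pearson's r was 0.584, 0.519, 0.454 and 0.227, of which that for Abca1 was not past the threshold (adjusted P = 0.0900). The sign in males changed with the same upper quartile in every library, to -0.286 for Abcg1, -0.335 for Lpl, -0.429 for Pltp and -0.317 for Abca1. In females it changed for Abcg1 (-0.0830), Lpl (-0.301) and Abca1 (-0.133) but not for Pltp. Lesion area is not analysed here.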

While the relationship between *Pten* and *Nr1h3* we observed in the liver expression has not been reported to date, both *Pten* and *Nr1h3* are expressed widely including in vascular cells and macrophages. Further studies are fruitful to determine how the interaction between *Pten* and *Nr1h3* affects the pathogenesis of atherosclerosis beyond plasma atherogenic traits. Taken together, these systems genetics-based integration analyses helped us elucidate the origin of the gene-atherosclerosis association, as hypothesized for the effects of candidate TFs on atherosclerosis. Associating genetic variants with the expression of TFs and their target genes can identify novel mechanistic basis of disease risk and improve our understanding in precision medicine for atherosclerosis^48,49^. Understanding the influence of environmental factors and diet on genetic risk is critical to developing individualized therapies and recommendations.

The study also showed several limitations of our approach, similar to other QTL approaches. Despite the reduced number of test subjects required by using DO mice compared to human GWAS studies, DO mouse studies may still require large numbers of mice when targeting complex traits, including atherosclerosis. For example, we did not obtain any significant QTLs that were associated with atherosclerosis in the sex additive model or plasma total cholesterol in the three models. The effect size of phenotypic variation is an important consideration when determining sample size. 

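How far expression ranged between mice of one sex was measured with 2.5% of the mice left out at either end of each gene. In females, 9417 of 13140 genes with a median above 0 (71.7%) stayed between 50% and 200% of the median, and in males 8478 of 13145 (64.5%) did. For the median gene, the lower end of the range was 65.0% of its median in females and 61.2% in males. Over the lowest to the highest mouse, the alternative that moved these shares most, 54.7% of genes in females and 49.4% in males stayed within these bounds. With 10% of the mice left out at either end, 87.6% and 79.4% did. Ptprk and Nr1h3 stayed within 50% and 200% of the median in each sex, as did Cyp2c67 in females, whereas Cyp2c67 in males ranged from 39.2% to 211%. Rps12 in both sexes and Moxd1 in males went far beyond these bounds. Their medians were under 1 TPM, so a percentage of the median says little for these genes. These ranges hold all variation between the mice of a sex and not only its genetic part.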

While the risk of complex diseases of individuals is determined by the combination of small changes in multiple genes, genetic variation of the expression levels of a given gene in our DO-F1 cohort range at best 50% to 200% normal, even assuming heterozygous for a null allele or for a threefold over expressing allele. Consequence of allelic protein structures in heterozygous state would be also small unless one allelic variant protein pairing with the other affects dominantly or dominant-negatively. Although knowledge of physical interaction of a protein with other proteins forming large complexes has increased dramatically, finding effects of a single gene change in complex traits is still difficult. In this regard, our detection of the significant QTLs on chr10 and chr19 might have been facilitated by the clustering of multiple candidate genes correlated with atherosclerotic traits significantly to the same direction. Corollary to this is that our approach has likely missed other atherogenic genes simply because of their individually small effects or because multiple protective and promotive genes are clustered in small regions. Our data set would provide an excellent resource to explore these and other concepts in future studies.

A comment is required on the atherosclerosis sensitizer models for study. Our DO-F1 models were sensitized by carrying human *CETP* and *ApoE3-Leiden* transgenes, and we observed the liver expression of the retinol-binding protein 4 (*Rbp4*)) gene within the Chr19 QTL exhibiting a strong negative correlation with plaque size. This suggests that RBP4 has protective effects. However, Liu et al.^50^ recently reported that adenovirus-mediated overproduction of *Rbp4* increases atherosclerosis burden in apoE-deficient mice. These two models exhibit similar atherogenic lipoprotein patterns on high fat/high cholesterol diet, but underlying mechanisms differ. Additionally, expression variations in DO-F1 is likely within physiological ranges, while adenovirus-mediated effects are large in both directions. Future studies of *Rbp4* are necessary.

Complex traits can also be determined by the interaction of multiple genes. Although human GWAS studies and DO mouse QTL studies are likely to reveal multiple loci contributing to the observed phenotype, functional validation of candidate loci or genes is still required. Two of our putative candidate genes identified in this study (i.e. *Pten* and *Nr1h3*) have already been validated for atherosclerosis^39,46,51^. Our colocalization approach using liver tissue-derived expression limits candidate genes primarily to lipid metabolism. Future studies are necessary to examine candidate genes through transcriptome analysis such as in aortic tissue where atherosclerosis develops. Lastly, utilization of the DO-F1 cross rather than DO mice reduces the degree of freedom of genotype prediction from 36 to 8 due to the use of only 1 chromosome for genetic mapping. This affects the complexity of genetics but also can affect the strength of associations for additive alleles and may also eliminate the ability to detect recessive associations^52^. In this regard, QTL hits on the chrX may be sex-biased since one sex can only have a DO chrX while the other sex has both a copy of the DO chrX and a copy from their C57BL/6J sires or dams.

To date, the use of the DO-F1 cross has been reported for prostate cancer and tumor immunity^52,53^, and our study is the first study using the DO-F1 cross for atherosclerosis. We previously identified the aortic lesion area QTL (CI: 0.2 Mbp) with high resolution in a model fed high fat and cholic acid diet in DO female mice, and identified *Apobec1* gene as a candidate gene that associated with atherosclerosis^54^. However, due to the physiological characteristics of mice, where atherosclerosis is not well developed by diet alone, we expected to induce atherosclerosis by making F1 generation and to discover aortic lesion area QTL(s). Our QTL results reflect the high sexual dimorphism and the complexity of atherosclerosis itself.

## Conclusion

In this study, we used F1 crosses of DO mice to deepen our understanding of atherosclerosis. This is the first comprehensive study of the integrated analysis of the atherosclerotic traits and liver transcriptome in DO-F1 mice. We provide evidence for genes associated with atherosclerosis, such as revealing an association with atherosclerosis for *Ptprk*, *Pten*, *Cyp2c67,* and *Nr1h3*. Specifically, integration of multiple data led to a mechanistic view of how a variation in the *Nr1h3* TF could affect atherosclerosis. A limitation of this study is that liver tissue, not aorta, was used to discover candidate gene expressions associated with atherosclerosis. Further studies at the genetic, regulatory, and functional levels of liver genes discovered herein will enhance our understanding of liver physiology and its role in disease states, as well as provide insight for potential therapeutic means.

## Methods

### Ethics statement

We followed all NIH animal welfare guidelines and animal care and study protocols were approved by the University of California Davis’ Institutional Animal Care and Use Committee (IACUC). All experiments were performed in accordance with the relevant guidelines and regulations within ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

### Animals: hyperlipidemic DO-F1 mice

Animal care and study protocols were approved by the University of California Davis Animal Care and Use Committee. 6-week-old CETP/ApoE3 Leiden males, hemizygous to the CETP and ApoE3 Leiden transgenes (Tg), were kindly provided by Dr. Aldons Lusis^14^. In addition, a total of 200 F0 J:DO females (JAX stock number 009376, outbreeding generation # 26,28) were crossed with CETP/ApoE3 Leiden males to produce 238 female and 234 male (J:DO x CETP/ApoE3 Leiden) F1 offspring. DO-F1 progeny were genotyped by PCR to confirm the presence of CETP and ApoE3-Leiden transgenes^14^ and randomly selected from litters. After weaning, all selected DO-F1 mice were maintained on a synthetic diet, AIN-76A (D10001, Research Diets, New Brunswick, NJ). After the age of 8 weeks, all mice were fed with a synthetic high-fat and high-cholesterol (HFHC, 33% kcal from fat, primarily cocoa butter, and 1.25% cholesterol) diet (Research Diets D121083) (Table S1) ad libitum. After 16 weeks on HFHC diet, mice were fasted for 4 h and blood was collected. Mice were then euthanized by cervical dislocation after anesthesia with 1.5% isoflurane and tissues collected (reference). Animals were maintained on a 12 h light and dark cycle under temperature- and humidity-controlled conditions. Euthanasia of all mice was performed by cervical dislocation after anesthesia with 1.5% isoflurane and their body temperature was kept at 37 °C. Following a 4 h fast, blood was collected from the retro-orbital plexus into plasma collection tubes with EDTA (Becton Dickinson, Franklin Lakes, NJ). Blood was kept on ice, and the separated plasmas by centrifugation were frozen at − 80 °C in aliquots prior to analysis.

### Plasma clinical atherosclerotic traits

Plasma levels of TC, HDL-C, TG, and glucose were quantitated at 24 weeks of age using a COBAS INTEGRA 400 plus Analyzer (Roche Diagnostics, Indianapolis, IN, USA). Fifty microliters (50 μL) of plasma sample were diluted three times with 1 × phosphate-buffered saline (PBS) and processed using standard procedures according to the analyzer's instructions. HDL-C was subtracted from TC to determine VLDL-C/LDL-C levels.

### Atherosclerotic lesion size

The lesion area of the proximal aorta was performed as described in previous studies^14,55^. Hearts containing the proximal aorta were dissected in 24-week old mice, perfused with 1 × PBS, and stored in 10% formalin at 4 °C. The superior portion of the heart, including the aortic sinus and a portion of the atria, were isolated by a transverse cut parallel to the atria, and then embedded in the optimal cutting temperature compound and stored at − 80 °C. Consecutive sections (10 μm thick) from the aortic sinus were mounted on slides by the UNC Histology Research Core Facility, and lesion area was quantified from every eighth section to the proximal aorta. A total of 80 sections were collected from each mouse. Aortic lesion areas were quantified using Aperio’s ImageScope (Vista, CA). Data were presented as the mean lesion area in μm^2^.

### Mouse genotyping and haplotype reconstruction

Genotyping was performed in tail biopsies using the Mouse Universal Genotyping Array (GigaMUGA, 143,259 markers) by Neogen (Lincoln, NE)^56^. Identified genotypes were converted to founder strain–haplotype reconstructions using R/QTL2 software^57^. GigaMUGA markers were interpolated to an evenly spaced grid at 0.02-cM intervals, and markers were added to fill the areas that physically represent the sparse. A total of 461 genotypes (235 females and 226 males) were used for mapping and haplotype reconstruction after verifying the probe intensities for SNPs on the sex chromosomes, calculating the proportion of matching SNP genotypes for each pair of samples and eliminating > 10% missing genotypes via genotype data cleaning^58^. By constructing allele probabilities for DO-F1, we confirmed that allele frequencies of the 8 founder alleles were almost identical across the genome (Fig. S5).

### RNA-Seq sample preparation and quantification

Samples were selected based on the aortic lesion area levels; we focused on mice with high aortic lesion size and half of the mice with low aortic lesion size were selected from each sex. Among 77 males and 85 females, there were 38 males and 42 females with high lesion size and 39 males and 43 females with low lesion size. Details of RNA processing are described in the supplementary information. High quality RNA samples from 85 females and 77 males were submitted to the UC Davis DNA Technologies Core. To minimize technical variability, all samples were assigned to each lane and the pooled libraries were sequenced on two lanes of the Illumina NovaSeq 6000 sequencing platform (Illumina Inc., San Diego, CA, USA) to achieve at least 25 million paired-end reads of 150 bp. Raw data were deposited at National Center for Biotechnology Information’s Gene Expression Omnibus (GEO accession GSE179091). Details of RNA alignment are described in detail in the supplementary information. 

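In the deposited values, 13164 genes had a mean TPM above 1 over the 162 livers. By the GENCODE M21 annotation, 12726 of them are autosomal, 383 X-linked, 7 Y-linked and 15 mitochondrial, and 33 are not in that annotation. With the median in place of the mean, 12769 genes were above 1 TPM. With a mean above 1 TPM required in each sex, 12711 genes were left. A value above 0 in at least 50% of the livers, with no minimum, kept 20529 genes. None of these last 3 definitions kept a Y-linked gene.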

After alignment, we filtered in 13,094 genes (381 X-linked, 7 Y-linked, 15 mitochondrial genes, and 12,691 autosomal genes) with mean transcripts per million (TPM) greater than 1 in 162 liver samples. This TPM filter was used to remove genes that were only expressed at low levels. We normalized the filtered genes by the upper quartile value to account for differences in library size and transformed them to rank normal scores using the 'rankZ' function in the DOQTL R package^57^ for the eQTL analysis.

### Quantitative trait loci mapping for aortic lesion area and transcripts

QTL mapping was analyzed using the R (v3.5.3) package R/QTL2 (v0.20)^59^. Genome scans for atherosclerotic traits and transcripts were performed in three different models using the “scan1” function in R/qtl2: (1) sex additive—sex and generation number were included as additive covariates, (2) female mice—generation number was included as an additive covariate, and (3) male mice—generation number was included as an additive covariate. SNPs in the candidate genes found in QTL were identified based on the Wellcome Trust Sanger mouse genomes database (www.sanger.ac.uk), release 1410, based on genome assembly GRCm38^60^.

In this study, significant atherosclerotic trait QTL and eQTL thresholds were determined using the scan1perms function^59^ in qtl2 with 1,000 permutations. For atherosclerotic trait mapping, traits with a Shapiro–Wilk W value ≥ 0.95 were considered as normalized data. Non-normal phenotypic traits were log2 transformed and the aortic lesion area was transformed to rank normal scores using the 'rankZ' function in the DOQTL R package. eQTL was defined as *cis*-eQTL when the SNP with the maximum LOD score was within ± 4 Mb at the transcription start site, and trans-eQTL was defined when this condition was not met. The genetic architecture of chrX in the DO-F1 mouse model is complex and our breeding scheme allows for males to have only a DO chrX while females have both a copy of the DO chrX and a paternal copy from their C57BL/6 J sires, we focused on the autosomal QTLs consistent with previously reported DO-F1 study^53^.

### Heritability

The extent to which phenotypic variation is affected by genotypic variation, a linear mixed-effect model was used to estimate the narrow-sense heritability scores of the atherosclerotic traits and liver transcriptome. This was performed using the function “est_herit” in R/qtl2 by submitting a kinship matrix and each trait value.

### Identification of liver transcription factors associated with CVD-related GWAS

First, we prioritized 453 mouse TFs that were identified by large-scale chromatin immunoprecipitation sequencing analysis in promoter regions using the HOCOMOCO v11^26^ and primarily filtered 265 TFs expressed in liver in DO-F1 mice. We used Phenotype–Genotype Integrator (http://www.ncbi.nlm.nih.gov/gap/phegeni)^61^ to prioritize liver TFs to generate biological hypotheses based on published CVD GWAS and meta-analyses studies. By searching this public database with the 60 CVD-related phenotypes such as “Coronary Artery Disease”, “Myocardial Infarction”, “Stroke”, “Cholesterol”, “Triglyceride” and “Metabolic Syndrome X”, we found relevant CVD-associated SNPs, genes, and association results. The association with P < 1 × 10^–7^ was chosen to select as candidate SNPs.

### Other statistical analysis

All statistical analyses were performed in R (v.3.5.3) (R Core Team). Spearman’s correlation was used to correlate the atherosclerotic traits and liver transcripts (log2TPM). The p-values were adjusted using the BH false discovery rate (FDR) procedure^62^, and correlation coefficients and adjusted p-values were visualized using the ‘pheatmap’ package^63^. Significance was determined with a p-value < 0.05. Summary statistics were calculated to evaluate the magnitude of variability of the atherosclerotic traits.

## Disclaimer

The USDA is an equal-opportunity employer.

## Supplementary Information

Supplementary Figures.

Supplementary Information 1.

Supplementary Tables.

## Data Availability

RNA sequencing data for 162 samples within this study were deposited at National Center for Biotechnology Information’s Gene Expression Omnibus (GEO accession GSE179091).

# Supplementary material for: Integrative analysis of hepatic transcriptional profiles reveals genetic regulation of atherosclerosis in hyperlipidemic Diversity Outbred-F1 mice
**Source:** Sci Rep. 2023 Jun 10;13:9475. doi: 10.1038/s41598-023-35917-8
**Supplement:** Supplementary file 1 — Supplementary Figures.

## Slide 1
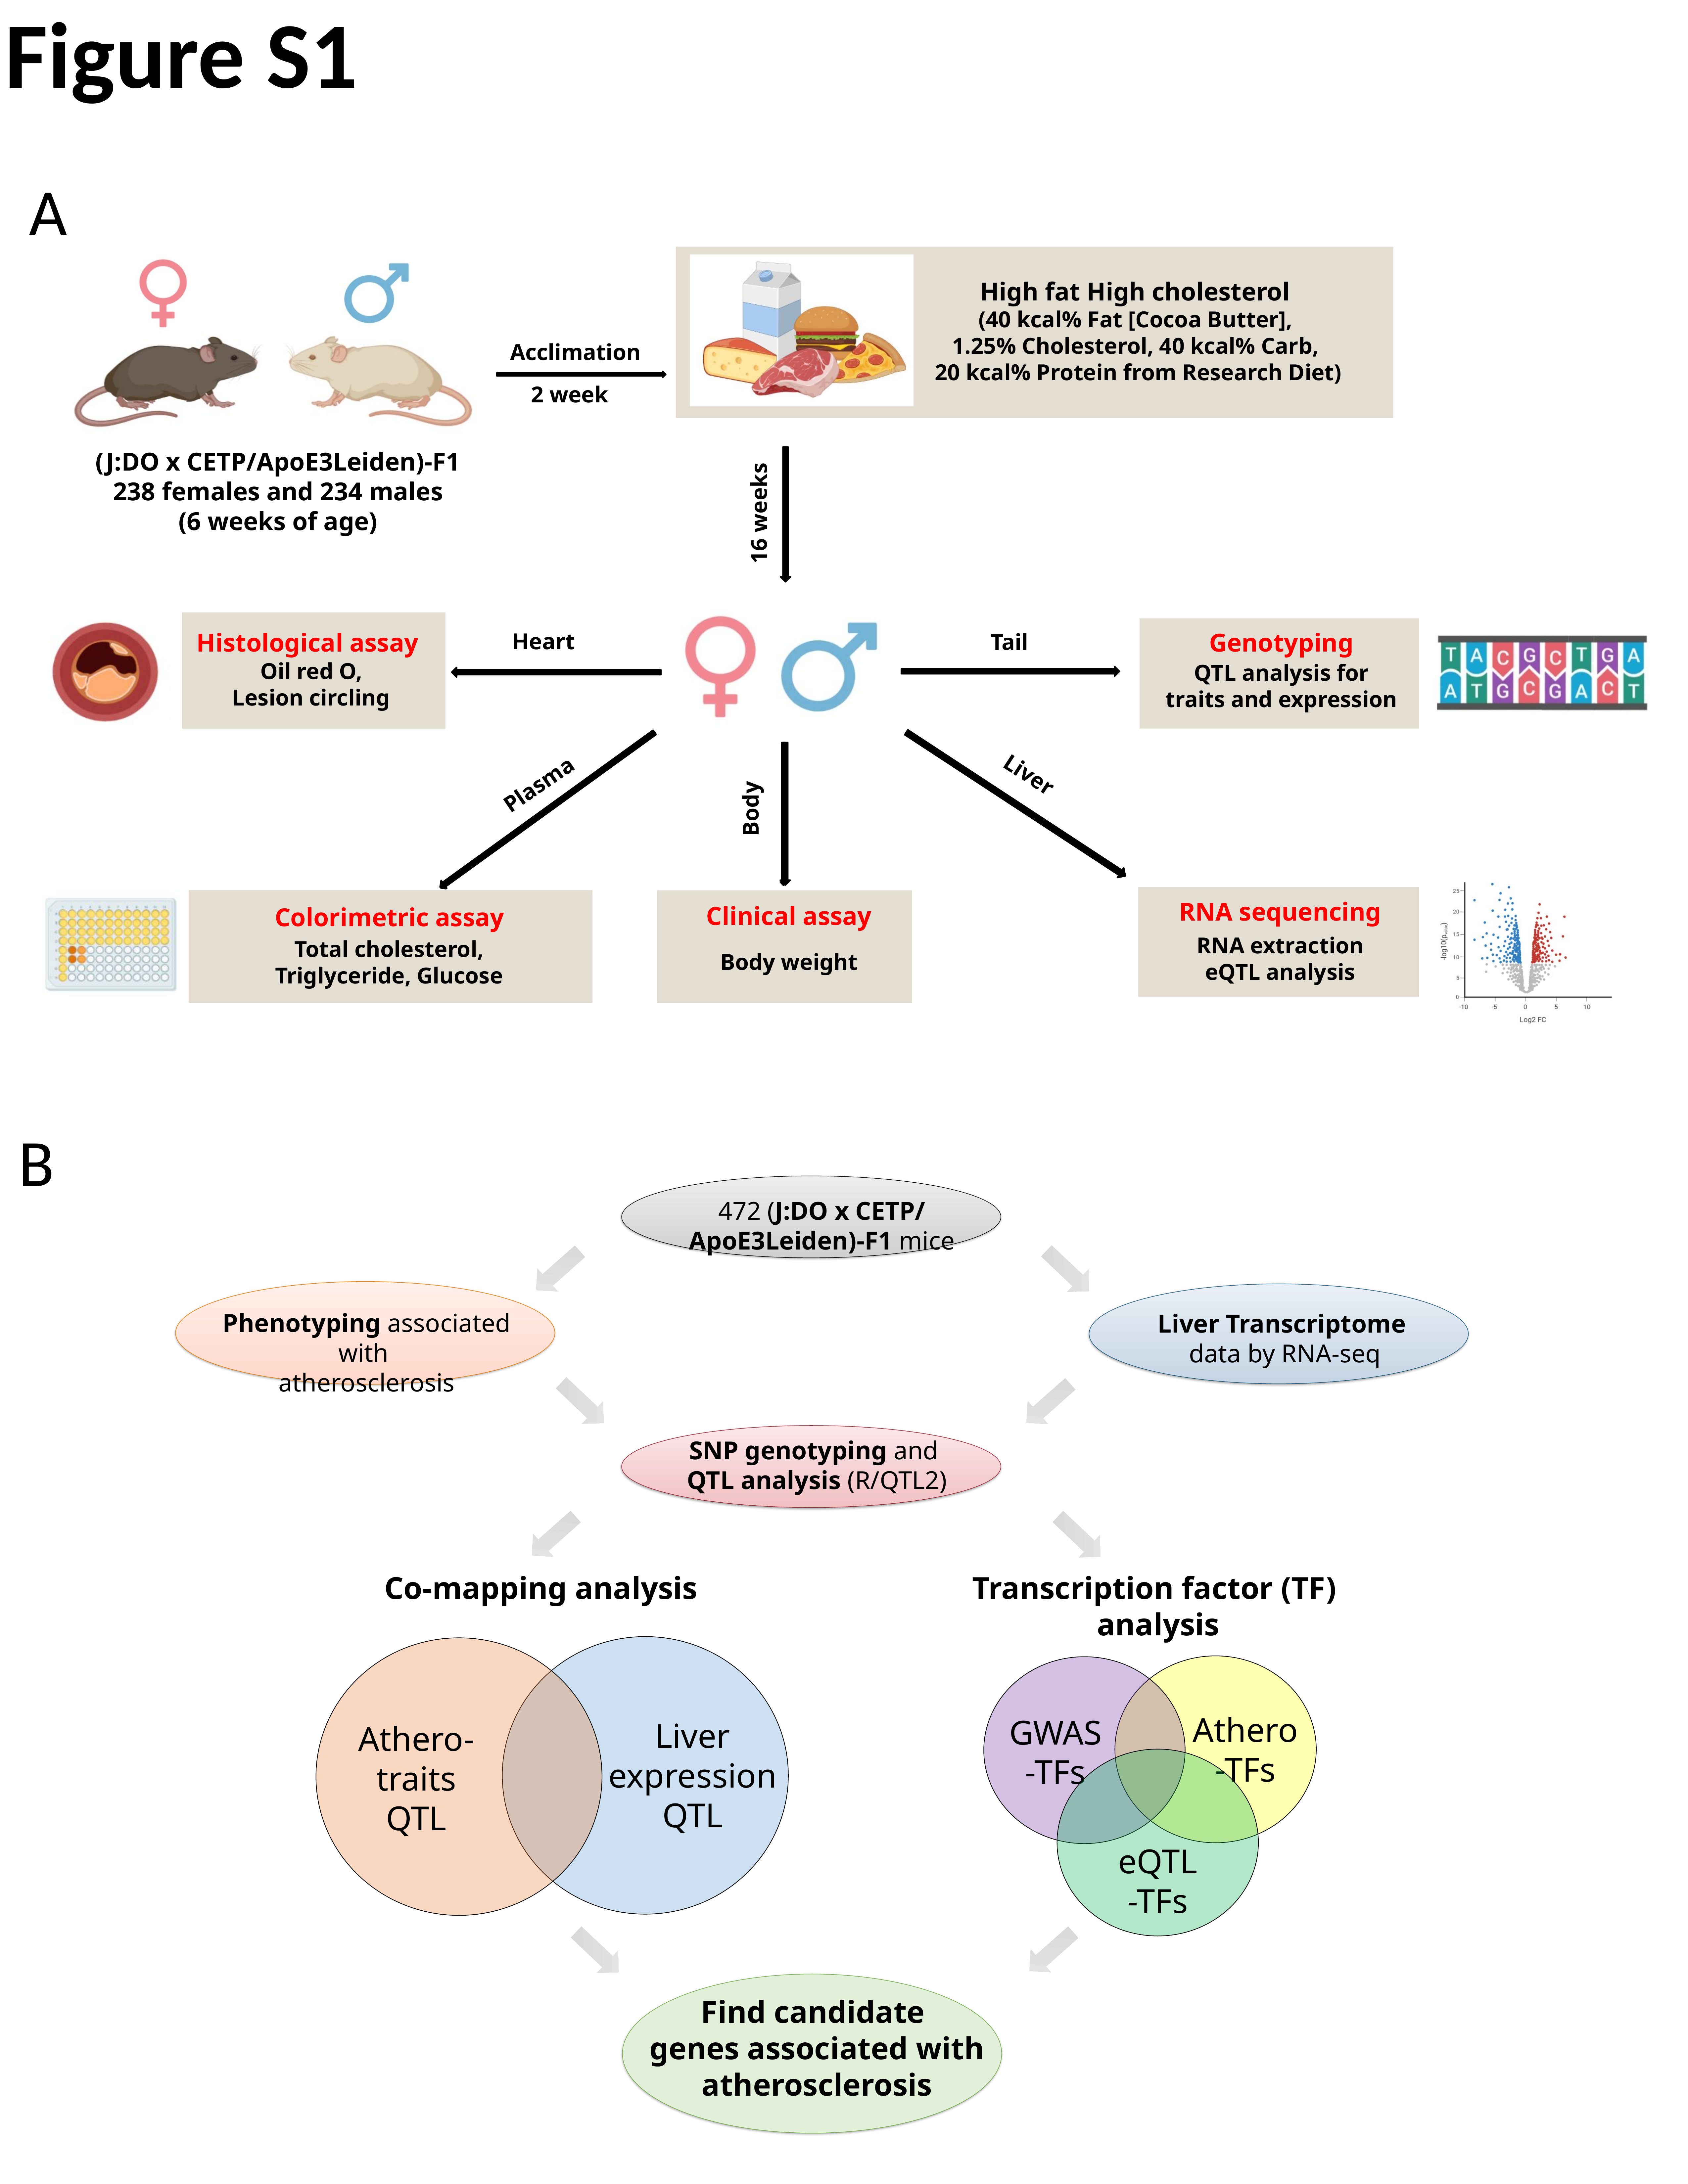

Figure S1
A
High fat High cholesterol
(40 kcal% Fat [Cocoa Butter],
1.25% Cholesterol, 40 kcal% Carb,
20 kcal% Protein from Research Diet)
Acclimation
2 week
(J:DO x CETP/ApoE3Leiden)-F1 238 females and 234 males
(6 weeks of age)
16 weeks
Genotyping
QTL analysis for
traits and expression
Histological assay
Heart
Tail
Oil red O,
Lesion circling
Liver
Plasma
Body
RNA sequencing
RNA extraction
eQTL analysis
Clinical assay
Colorimetric assay
Total cholesterol, Triglyceride, Glucose
Body weight
B
472 (J:DO x CETP/ApoE3Leiden)-F1 mice
Phenotyping associated with
atherosclerosis
Liver Transcriptome
data by RNA-seq
SNP genotyping and
QTL analysis (R/QTL2)
Co-mapping analysis
Transcription factor (TF) analysis
Liver
expression
QTL
Athero-
traits
QTL
Athero
-TFs
GWAS
-TFs
eQTL
-TFs
Find candidate
genes associated with atherosclerosis

## Slide 2
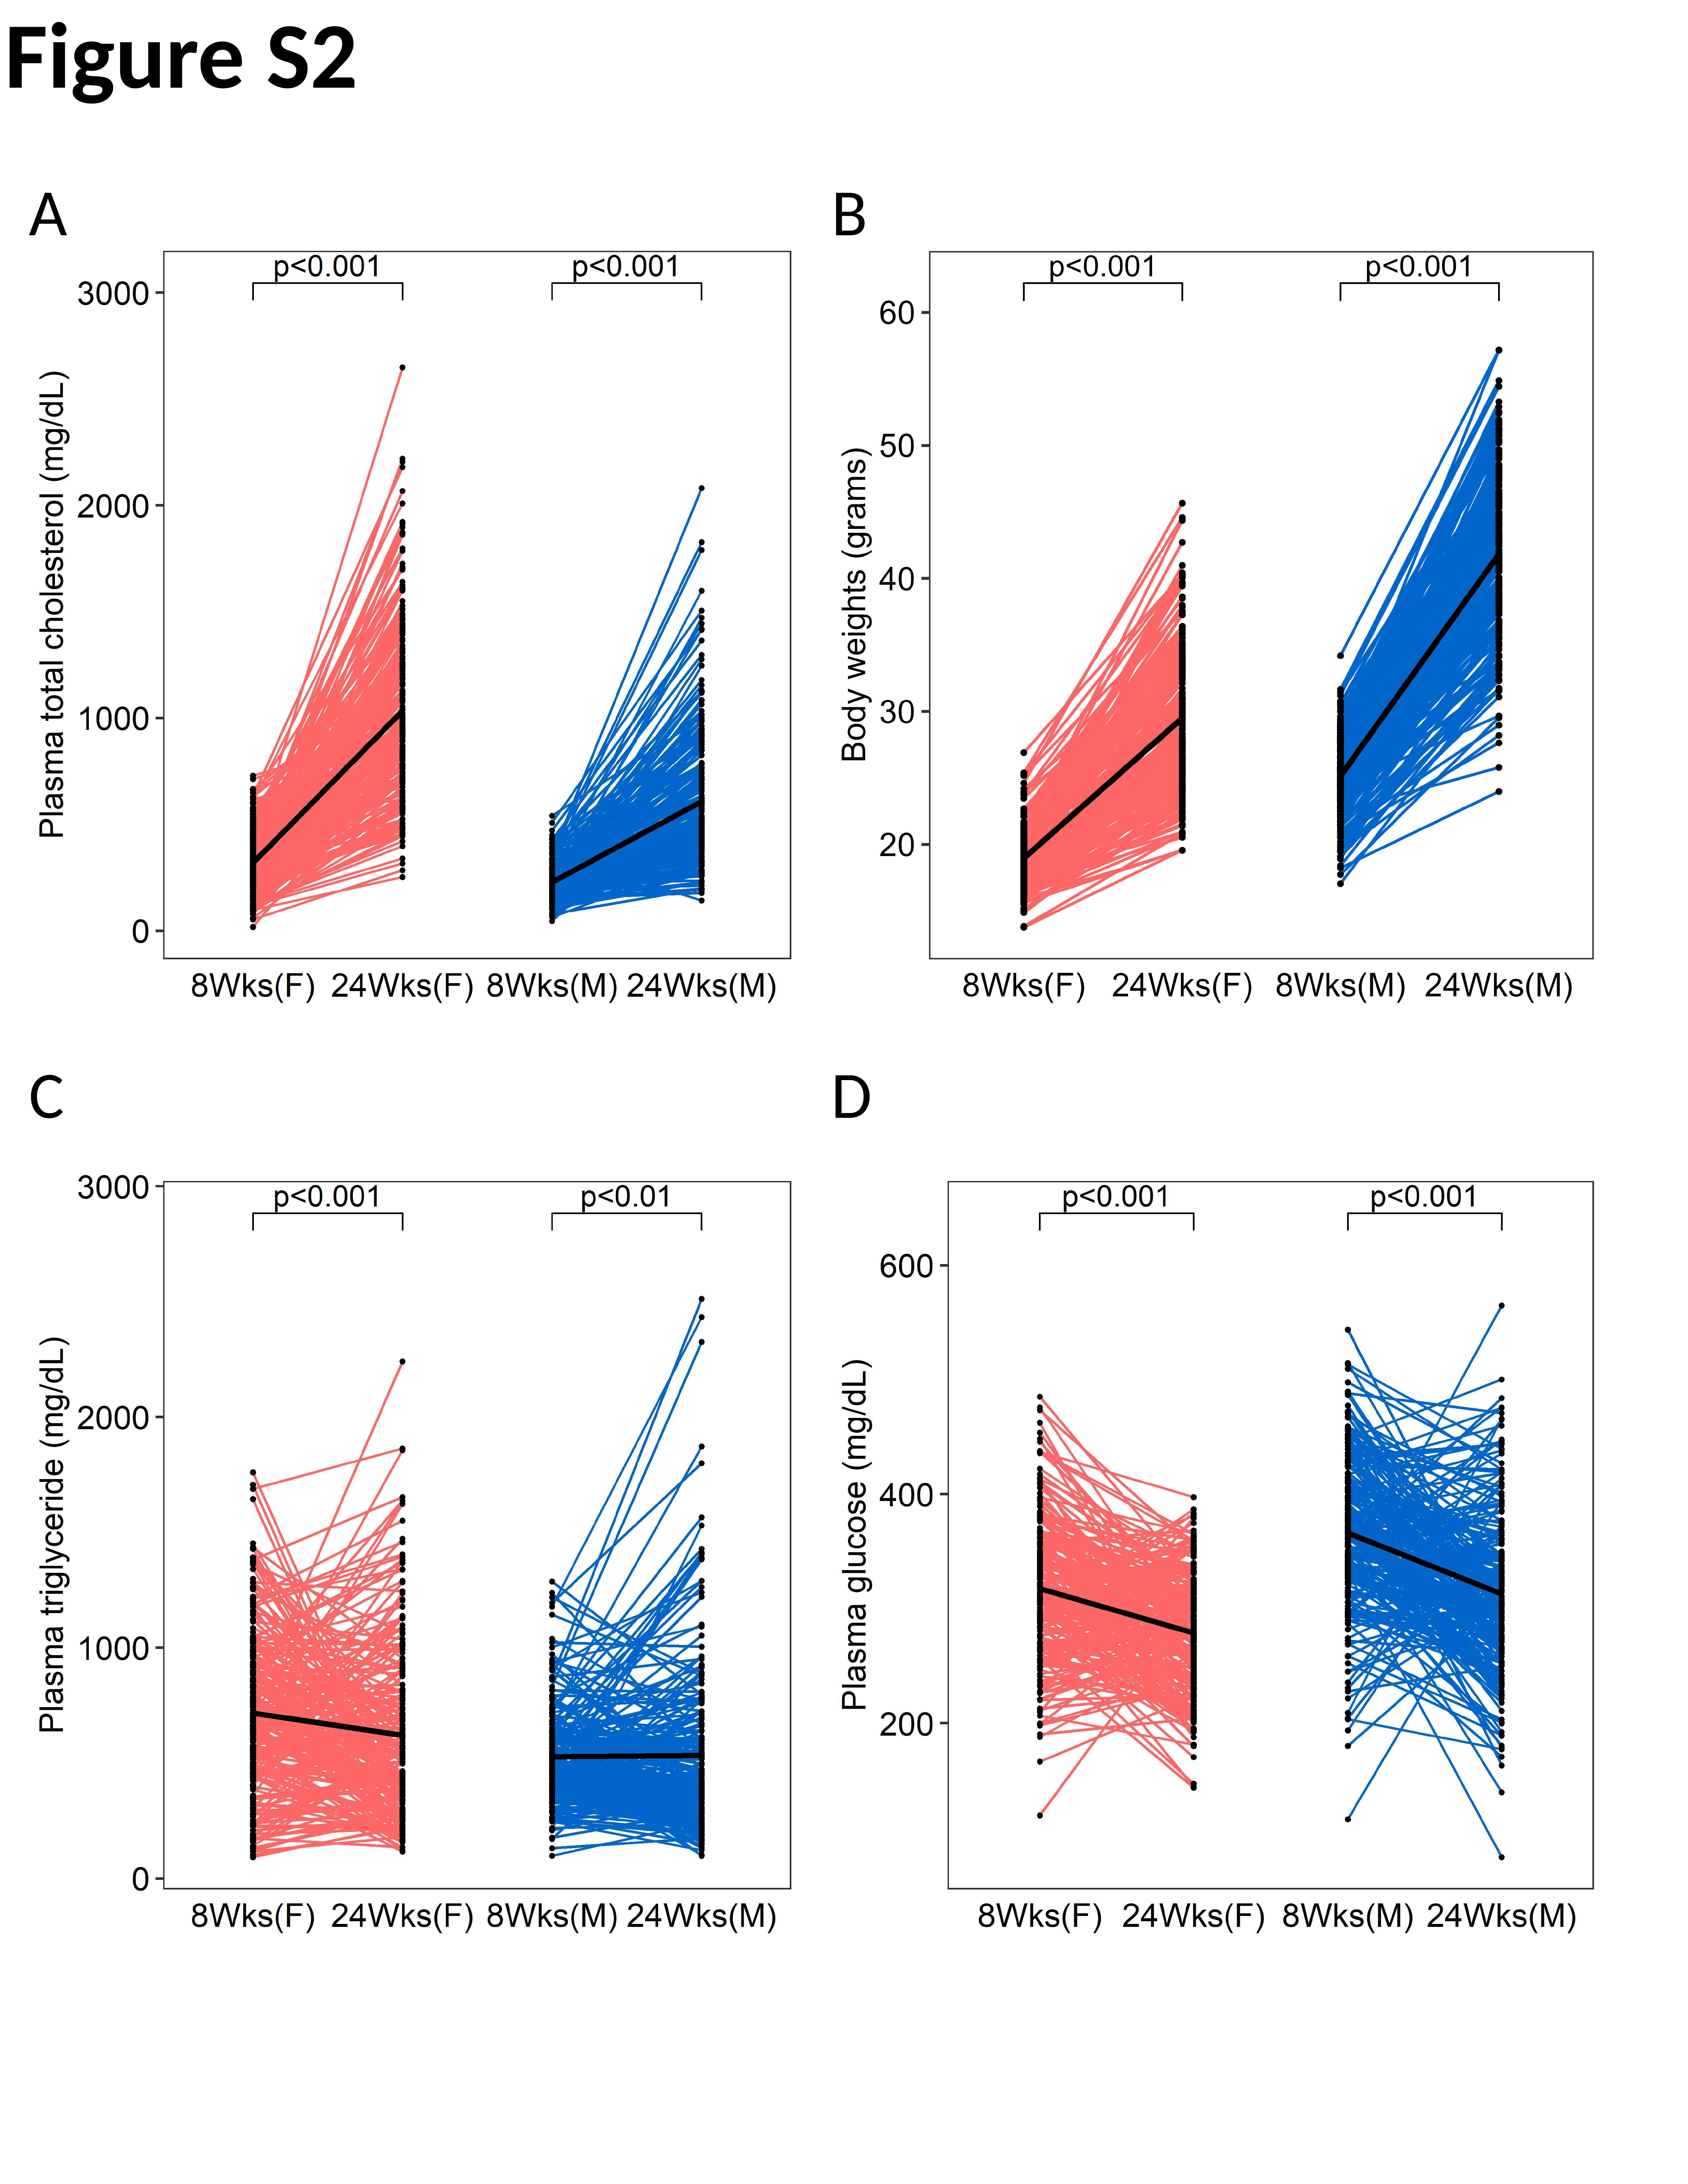

Figure S2
A
B
C
D

## Slide 3
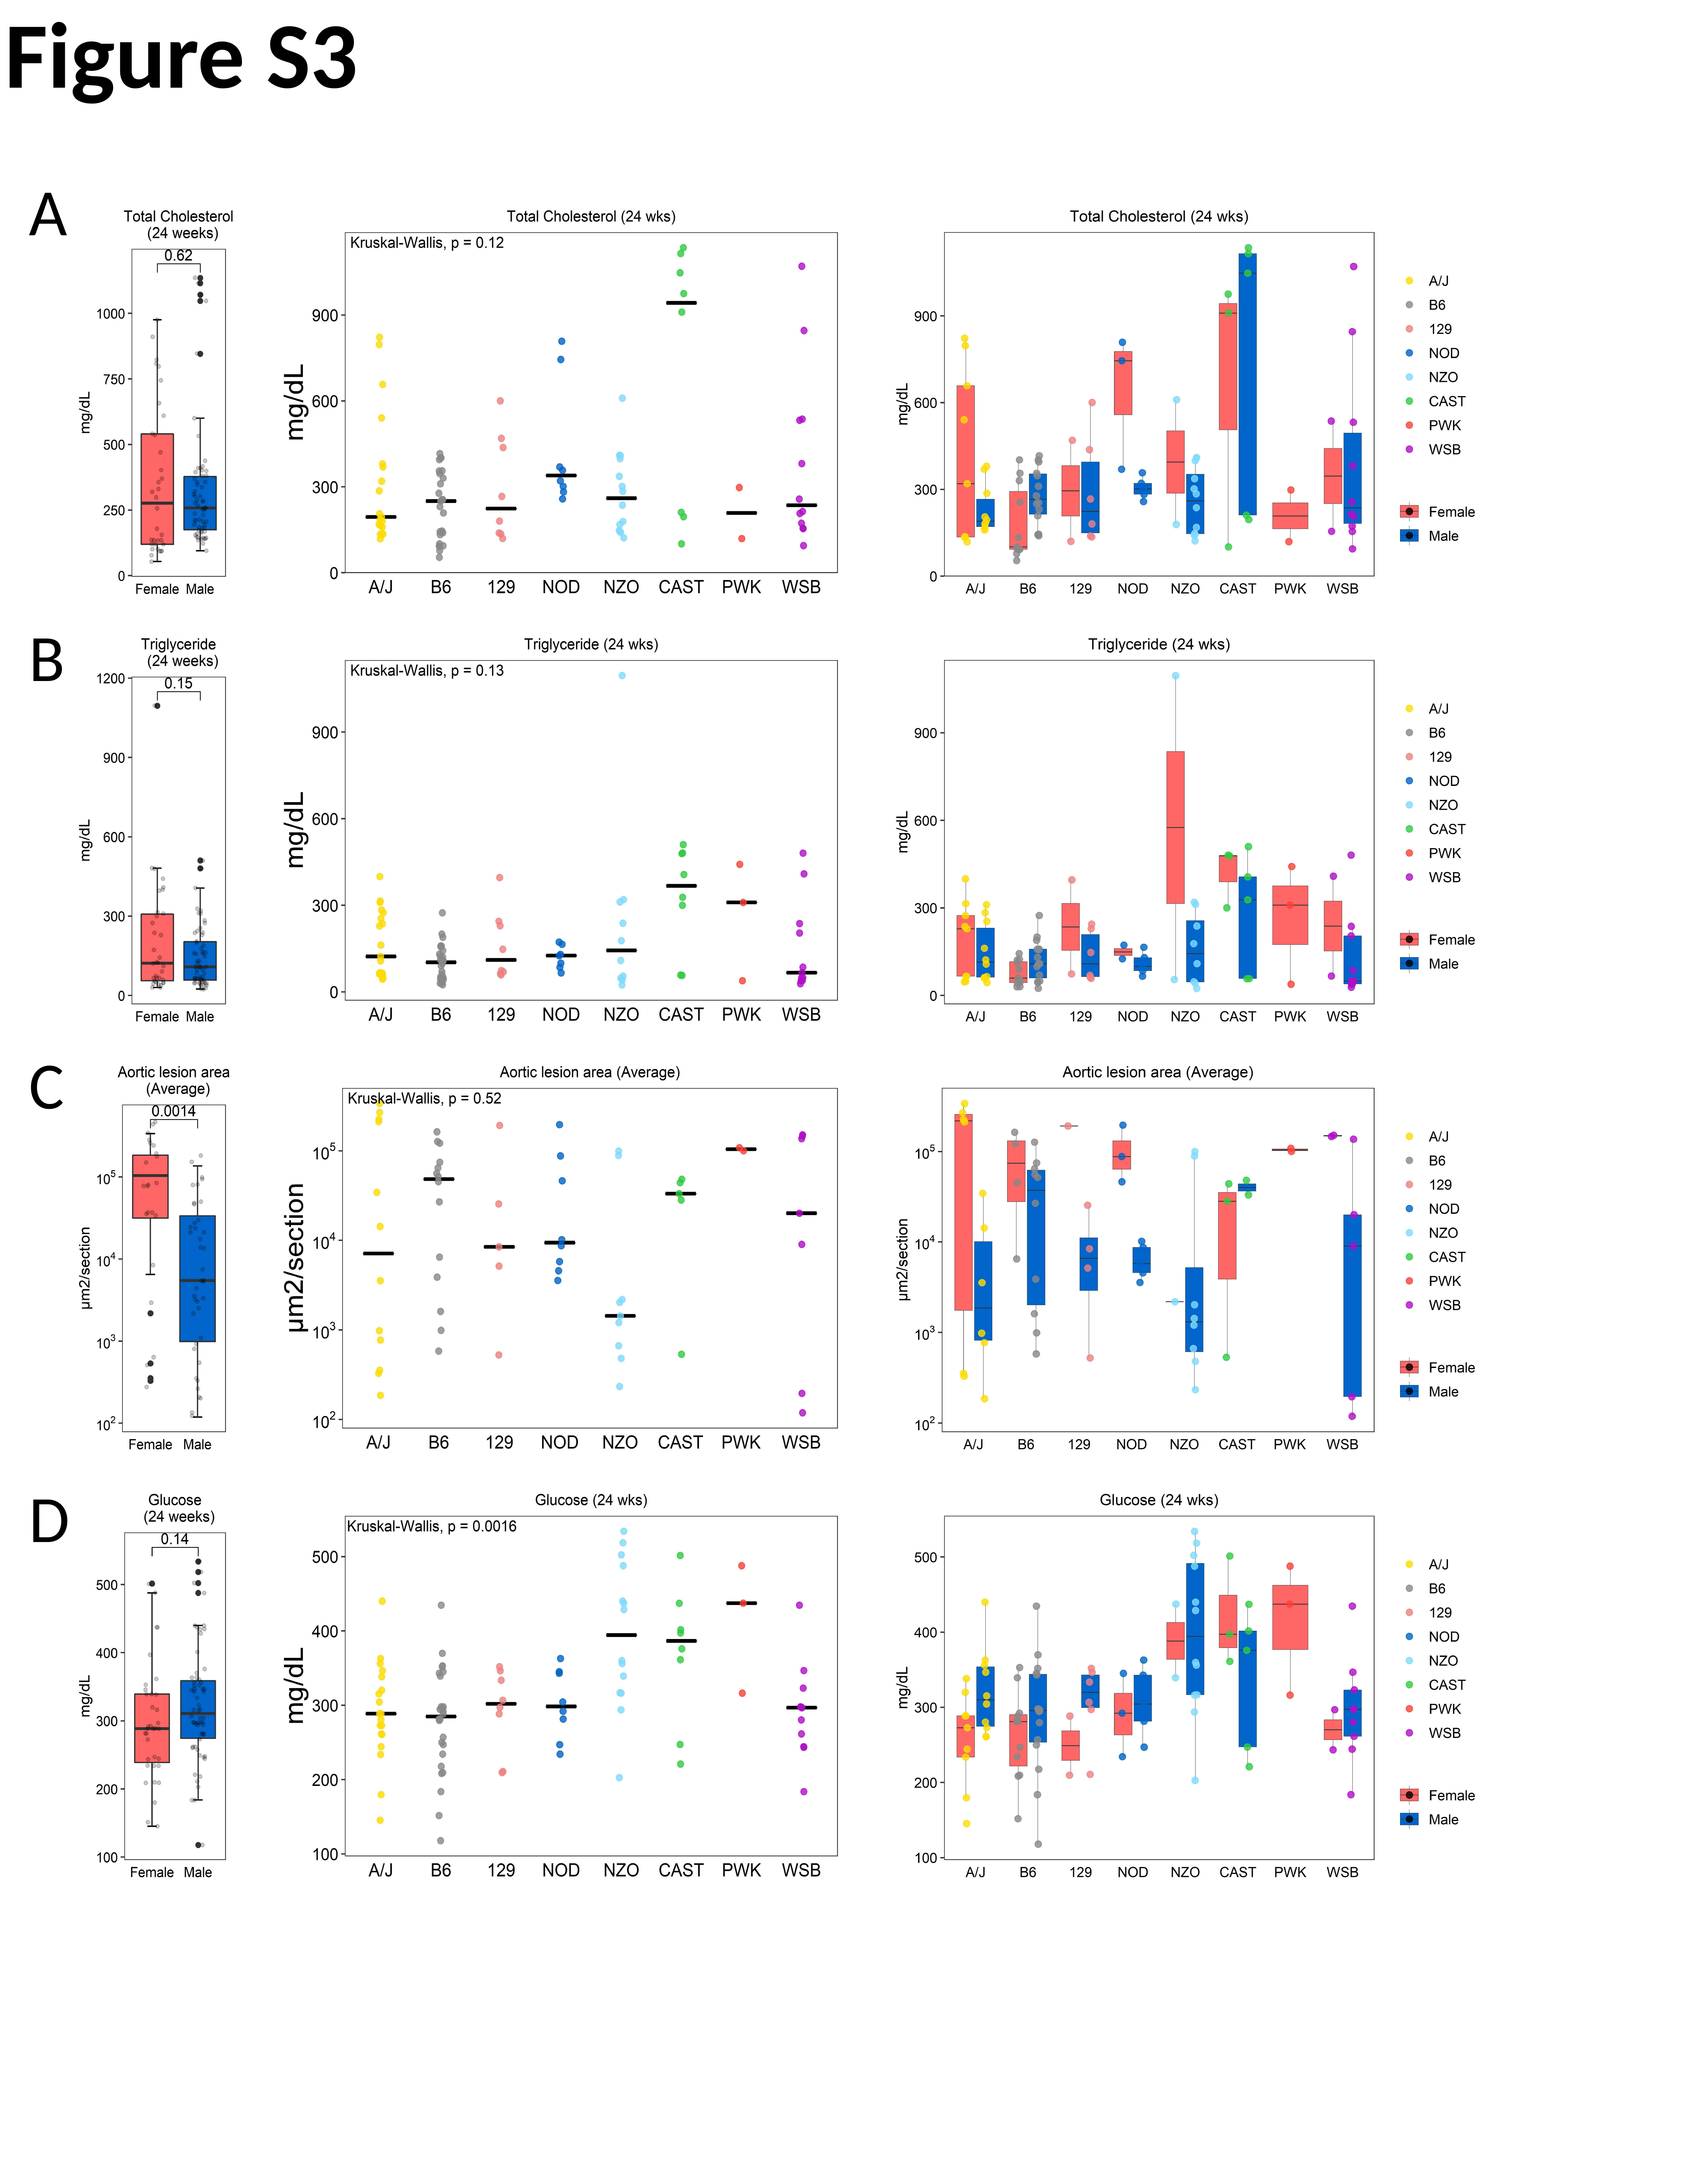

Figure S3
A
B
C
D

## Slide 4
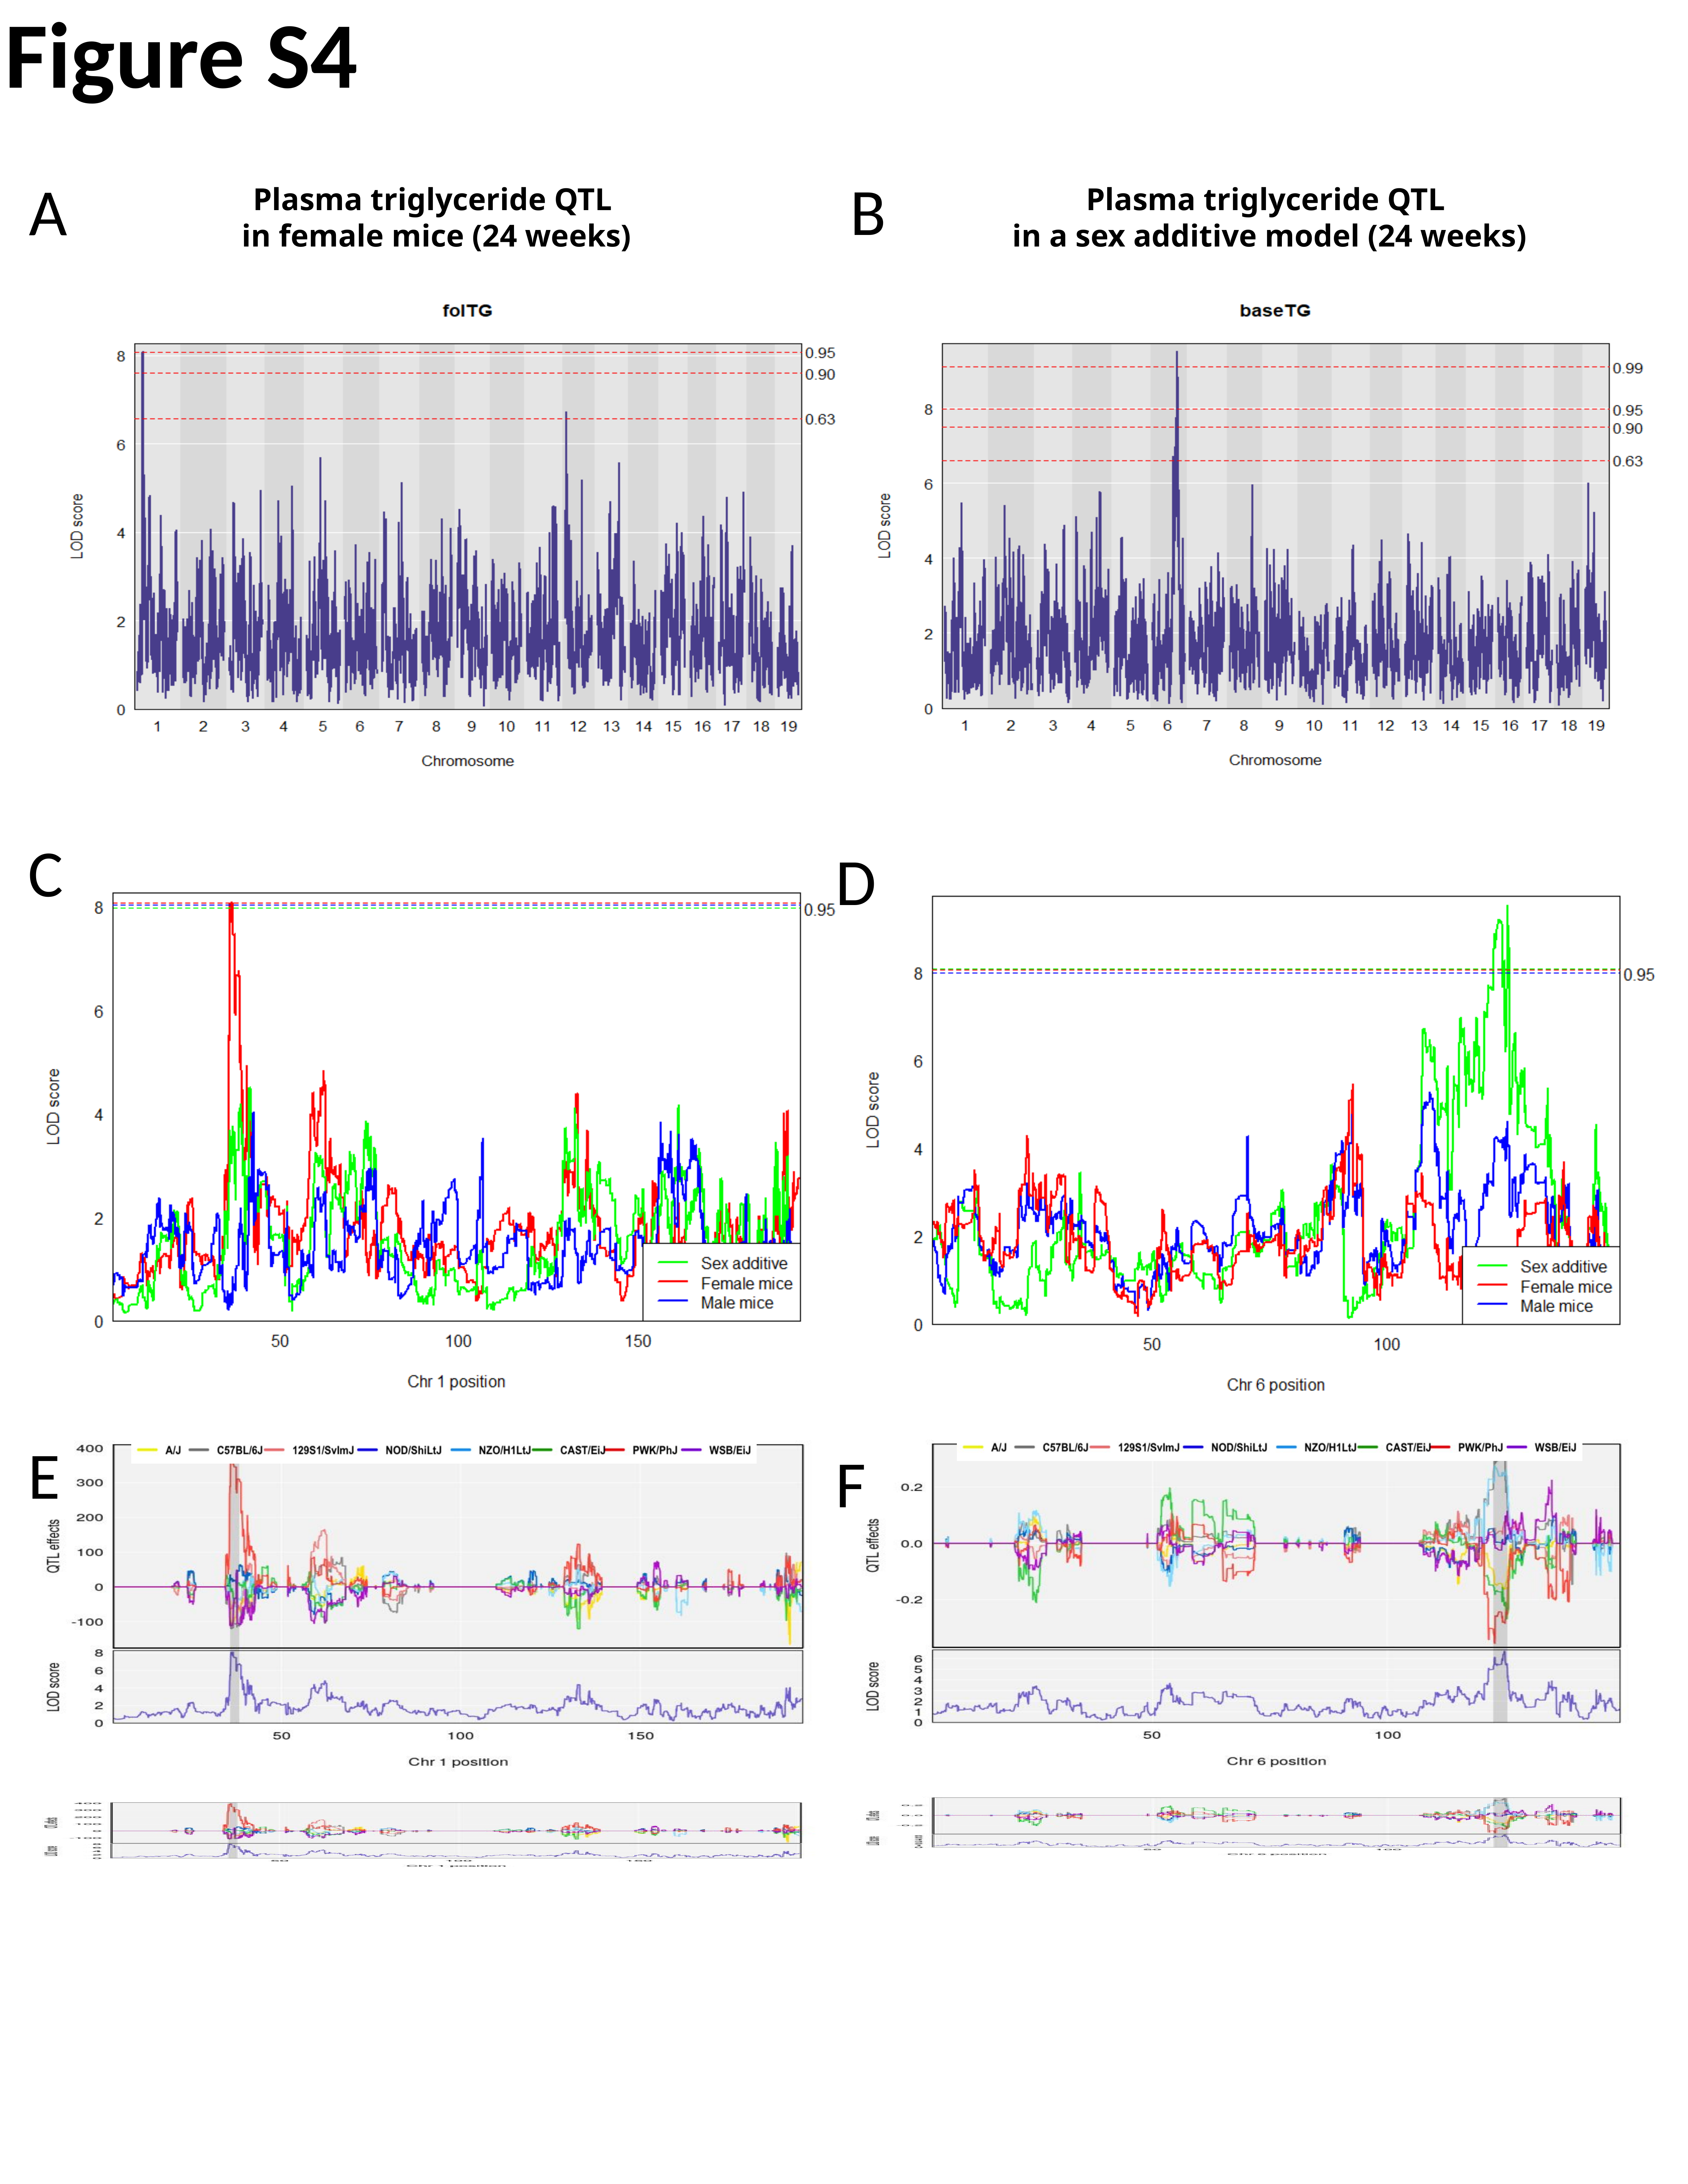

Figure S4
B
A
Plasma triglyceride QTL
in female mice (24 weeks)
Plasma triglyceride QTL
in a sex additive model (24 weeks)
C
D
E
F

## Slide 5
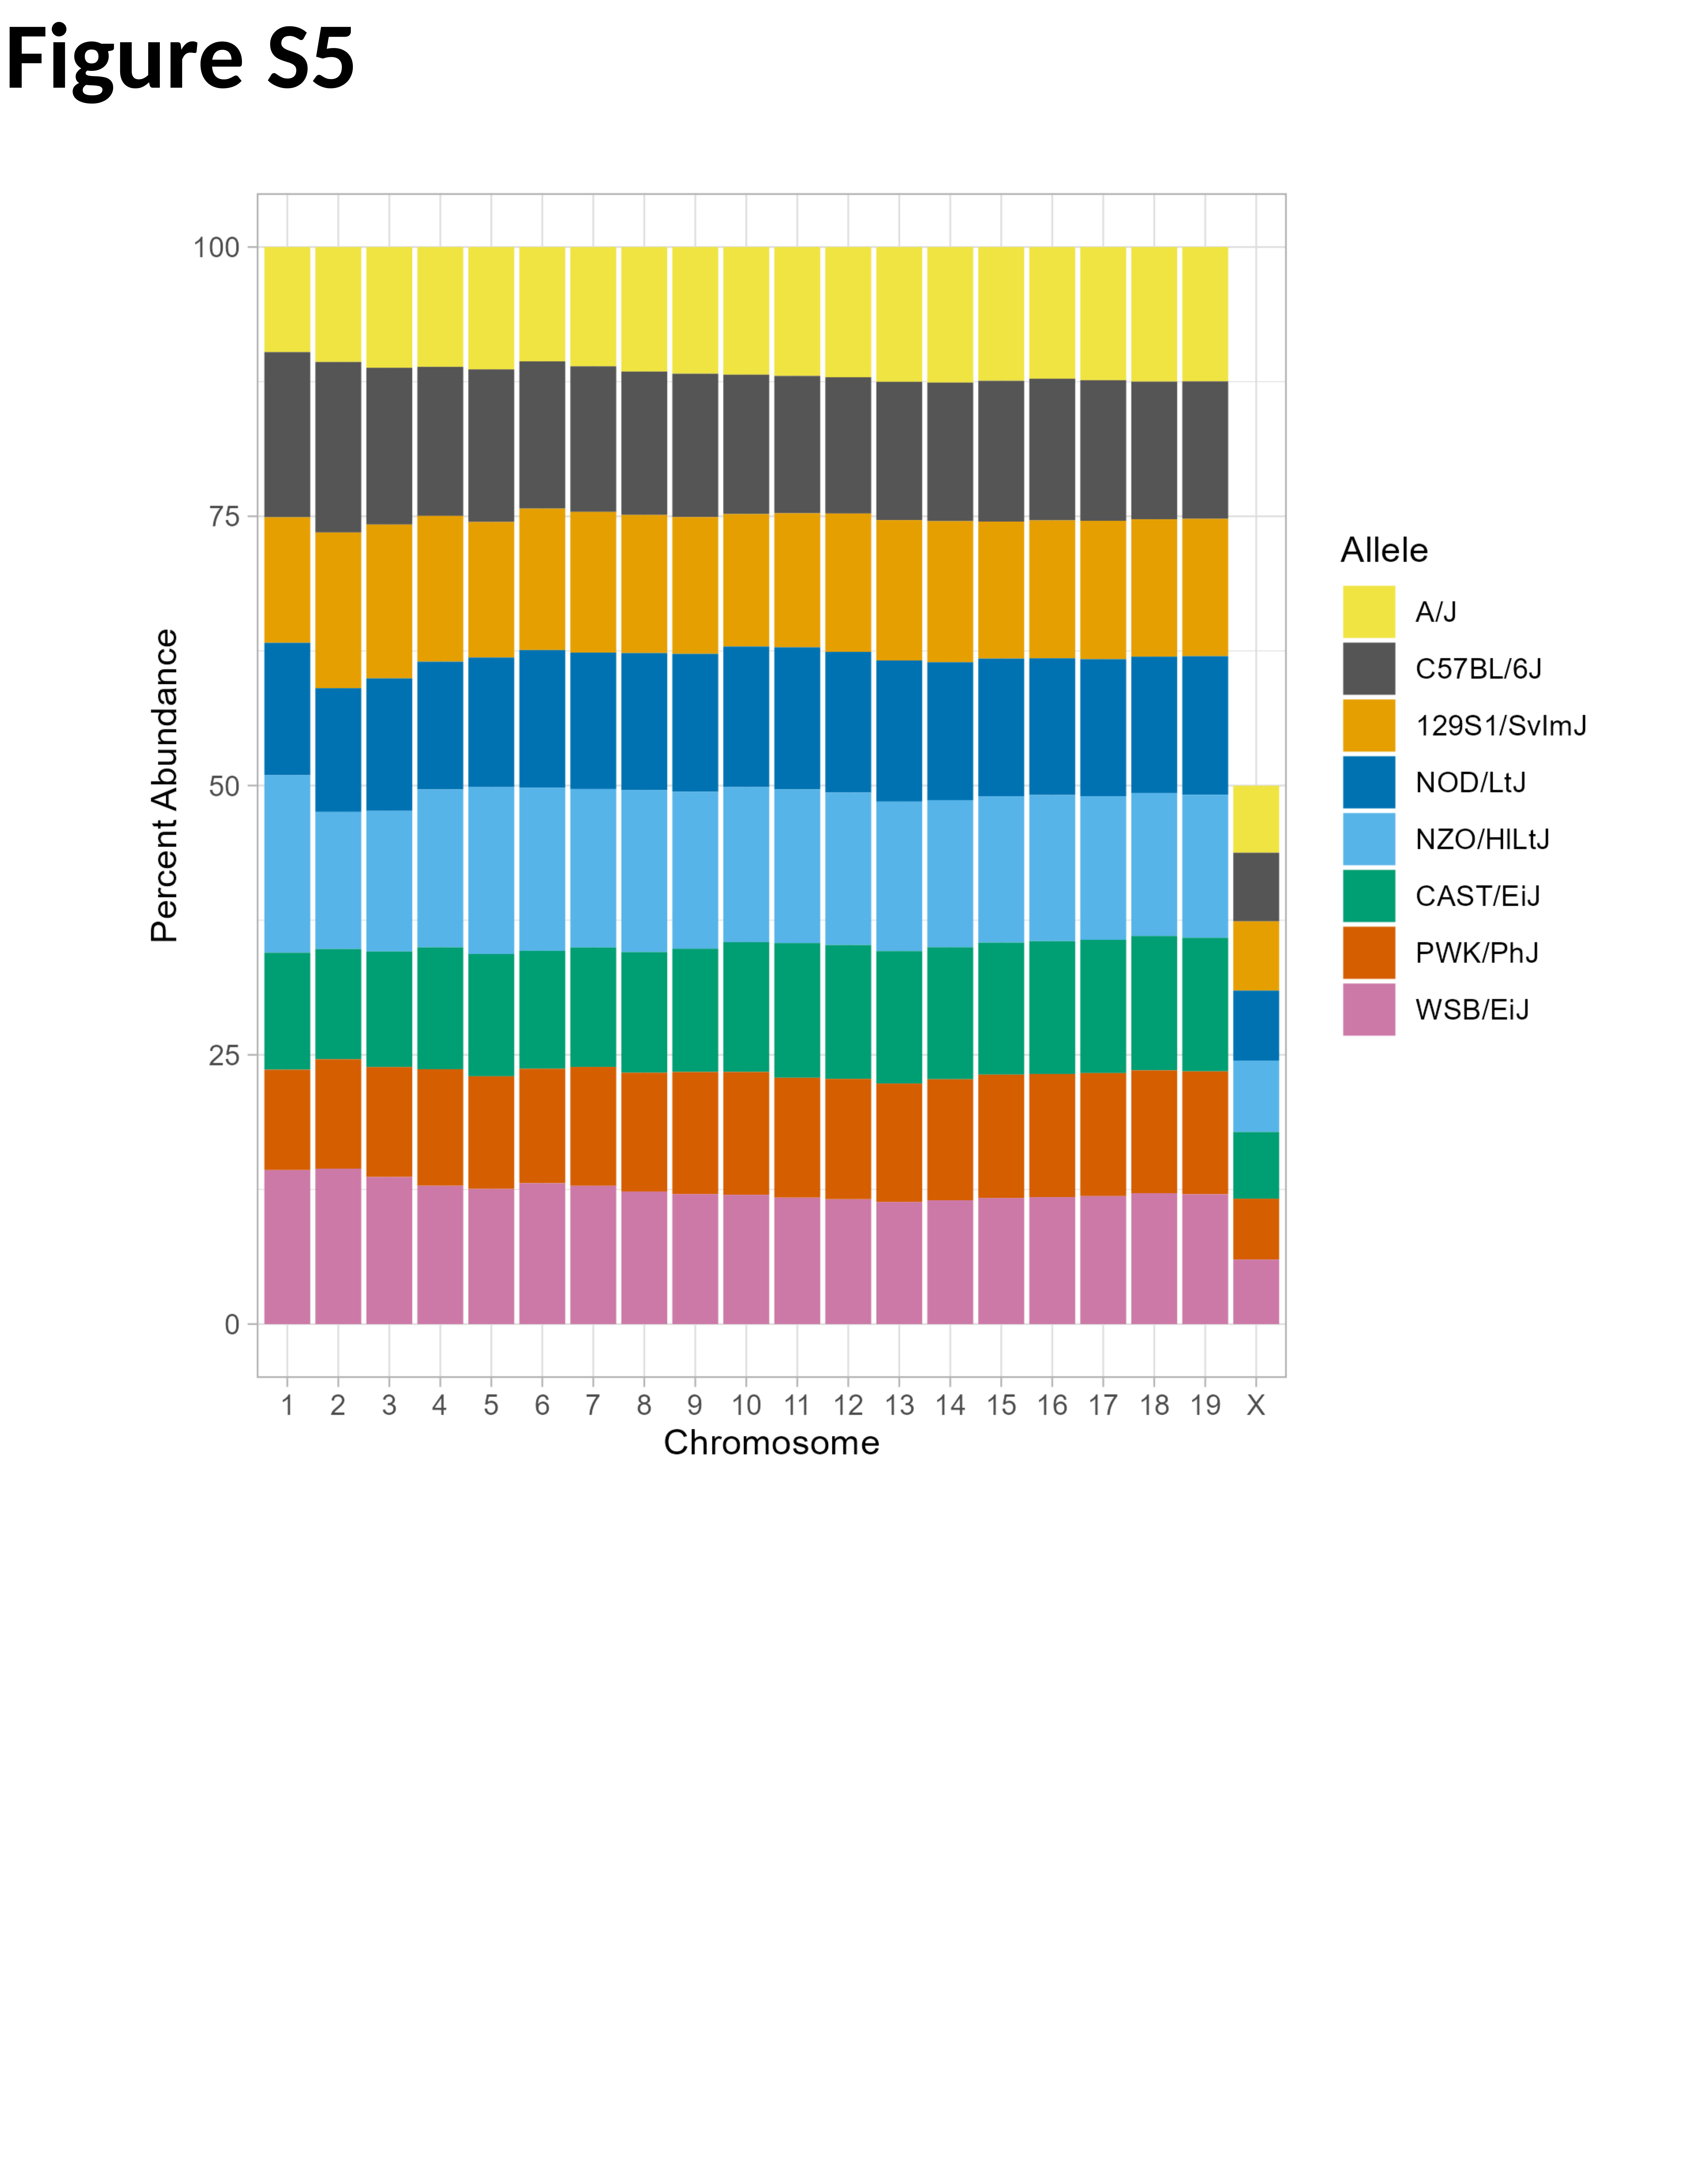

Figure S5

# Supplementary material for: Integrative analysis of hepatic transcriptional profiles reveals genetic regulation of atherosclerosis in hyperlipidemic Diversity Outbred-F1 mice
**Source:** Sci Rep. 2023 Jun 10;13:9475. doi: 10.1038/s41598-023-35917-8
**Supplement:** Supplementary file 2 — Supplementary Information 1.

**Supplementary Information**

**Integrative analysis of hepatic transcriptional profiles reveals genetic regulation of atherosclerosis in hyperlipidemic Diversity Outbred-F1 mice**

Myungsuk Kim^1,4,5^, M. Nazmul Huda^1,2^, Levi Evans^2^, Excel Que^2^, Erik R. Gertz^2^, Nobuyo Maeda-Smithies^3^, Brian J. Bennett^1,2^

**Supplementary methods:**

### Animals: Hyperlipidemic Eight DO Founder Strains-F1 Mice

Animal care and study protocols were approved by the University of California Davis Animal Care and Use Committee. For the strain survey experiment, we crossed CETP/ApoE3 Leiden males to one of eight strains to generate eight different F1 strains of mice (AJ-F1, B6-F1, 129-F1, NOD-F1, NZO-F1, CAST-F1, PWK-F1, and WSB-F1, respectively) and quantified atherosclerotic traits in F1 female and male mice. Three females from each of the eight DO founder inbred strains (five classical laboratory inbred strains [A/J, B6, 129, NOD and NZO] and three wild-derived inbred strains [CAST, PWK, and WSB]) and DO females were obtained from The Jackson Laboratory (Bar Harbor, ME).

### RNA Library Preparation and Sequencing

Total RNA was extracted from snap-frozen liver using miRVana total RNA isolation kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. The quality and amount of liver RNA were evaluated using a Bioanalyzer (Agilent, Inc., Santa Clara, CA). The average RNA-integrity score for 162 DO-F1 liver samples was 9.01 ± 0.4. The RNA-seq libraries were constructed from 1 µg total RNA after poly-A library preparation.

### RNA-Seq Mapping and Quantification

Raw read data were filtered using HTStream (version 1.1.0, <https://github.com/ibest/HTStream>), which included screening for contaminants (such as PhiX and rRNA), PCR deduplication readout, quality-based trimming, adapter trimming, sex-specific technical biases and overlapping paired-end reads. Custom R code was then used for sequence read and alignment quality assessment (**Table S8**). Genetic variants such as SNPs and insertions/deletions (Sanger REL-1410) in eight founder strains were incorporated into the B6 reference strain genome (GRcm38/mm10) to generate strain-specific genomes. After obtaining transcript sequences of all annotated genes in each 8-founder strain genome, the allele sequences for each transcript were incorporated into one pooled transcriptome for read alignment. After alignment, the expected read counts obtained from each transcript allele were quantified using an expectation maximization algorithm (EMASE, <https://github.com/churchill-lab/emase>) ^1^.

### Quantitative Trait Loci Mapping for Aortic Lesion Area and Transcripts

The genome scan models incorporated random effects to adjust for genetic relatedness between DO-F1 mice using the LOCO method ^2^. Reported mapping statistics were LODs, and confidence intervals for QTL were calculated as 95% Bayesian credible intervals ^3^. Using a linear mixed model with allele probabilities as random effects, the association between the trait and each founder strain genotype in each QTL was determined using Best Linear Unbiased Predictor. The significance threshold at P < 0.05, the highly suggestive threshold at P < 0.1 and the suggestive threshold at P < 0.63 of all reported QTLs were empirically determined by permutation analysis ^4,5^.

**Supplementary Figure legends**

**Figure S1. Study design and timeline for Diversity Outbred (DO)-F1 mice.**

A total of 200 F0 J:DO females (JAX stock number 009376, outbreeding generation # 26,28) were crossed with CETP/ApoE3 Leiden males to breed 238 (CETP/ApoE3 Leiden × J:DO) F1 females and 234 (CETP/ApoE3 Leiden × J:DO) F1 males. Female and male progeny were genotyped to confirm the presence of CETP and ApoE3-Leiden transgenes and maintained on a synthetic diet, AIN-76A until 8 weeks of age. At the age of about 8 weeks, all mice were fed with a synthetic high-fat and high-cholesterol (33 kcal % fat from cocoa butter and 1.25% cholesterol) diet ad libitum. Mice were euthanized for tissue collection after fed this diet for 16 weeks.

**Figure S2. Spaghetti plots of plasma lipids, glucose and body weight at 8 and 24 weeks in each sex.** Plasma total cholesterol (A) and body weight (B) increased in most mice after 16 weeks of HFHC diet challenge. Plasma triglyceride (C) and glucose (D) were slightly decreased on average at 24 weeks of age but displayed a variable response for individual mice. The p-values calculated from Wilcoxon signed-rank test between time points within each sex.

**Figure S3. Effects of sex and genetic backgrounds in atherosclerotic traits in DO founder strains-F1 mice at 24 weeks**. Eight DO founder strain females were crossed with CETP / ApoE3 Leiden males to breed 105 (CETP/ApoE3 Leiden × eight DO founder strains) F1 mice for the strain survey experiments. At the age of about 8 weeks, all mice were fed with a synthetic high-fat and high-cholesterol (HFHC) diet for 16 weeks. Aortic lesion area is higher in females in eight DO founder strains-F1 mice. The p-values were Wilcoxon signed-rank test for aortic lesion area. n = 102 (by sex- #females= 37, #males= 65; by strain- #AJ-F1= 19, #B6-F1= 26, #129-F1= 9, #NOD-F1= 8, #NZO-F1= 15, #CAST-F1= 9, #PWK-F1=3, #WSB-F1=13). Panel A- Total Cholesterol, B- plasma triglycerides, and C- Aortic lesions

**Figure S4. Plasma triglyceride chromosomal QTL graphs in three models of DO-F1 mice.**(A, B) Genome-wide plasma triglyceride QTLs on Chr 1 in female mice (A) and Chr 6 in a sex-additive model (B) at 24 weeks. Dashed lines correspond to P < 0.05 (significant), P < 0.1 (highly suggestive) or P < 0.63 (suggestive) thresholds. (C, D) Comparison of plasma triglyceride QTLs in three models on Chr 1 (C) and Chr 6 (D). Green, sex additive model; red, female mice; blue, male mice. Dashed lines correspond to P < 0.05 (significant) and P < 0.1 (highly suggestive). (E, F) The Best Linear Unbiased Predictors (BLUPs) coefficient plot of eight founder mice strains for plasma triglyceride QTL in females (E) and in a sex additive model (F) at 24 weeks. Color represents the eight founder mice strain as indicated.

**Figure S5. Allele frequencies of the 8 founder alleles across the chromosomes in DO-F1 mice.** The x-axis is the chromosome, and the y-axis is allele frequencies in DO-F1 mice. Each color denotes eight founder strains. The average allele frequency of each strain in all chromosomes except for the X chromosome is as follows. A/J: 11.69%, C57BL/6J: 13.50%, 129S1/SvlmJ: 12.94%, NOD/LtJ: 12.52%, NZO/HILtJ: 14.17%, CAST/EiJ: 11.71%, PWK/PhJ: 10.95%, WSB/EiJ: 12.41%

**Supplementary Table legends**

**Table S1**. Nutrient constituents in AIN76 and high-fat and high-cholesterol (HFHC) diet.

**Table S2**. Effects of sex and genetic backgrounds in cardiometabolic traits in DO founder strains-F1 mice at 24 weeks. n = 102 (37 females and 65 males).

**Table S3**. Spearman correlation analysis of plasma traits measured between pre-diet and post-diet time points in each sex. n = 472 (238 females and 234 males).

**Table S4**. Significant and suggestive QTL results for atherosclerotic traits in three models. n = 461 (235 females and 226 males).

**Table S5**. List of 51 genes in female plasma TG QTL on chromosome 1 and 93 genes in male plasma TG QTL on chromosome 6.

**Table S6**. Suggestive QTL results for change of plasma analytes between pre-diet and post-diet in three models. n = 461 (235 females and 226 males).

**Table S7**. Expressed 28 genes in female aortic lesion area QTL on chromosome 10 and 58 genes in male aortic lesion area QTL on chromosome 19 and their correlation with aortic lesion area. n = 162 (85 females and 77 males).

**Table S8**. RNA-seq alignment statistics in 162 DO-F1 mice.

**Table S9**. Significant liver cis-eQTL on chromosomes 10 and 19 and trans-eQTL results for transcripts in sex additive model and strain difference in regression coefficient of the association between each transcript and marker SNP. n = 162 (85 females and 77 males).

**Table S10**. Co-localization between significant aortic lesion area QTLs and liver *cis*-eQTLs, and a direct correlation between the mapped trait and transcript.

**Table S11**. Aortic lesion area QTL analysis by mediating candidate genes in each sex. n = 162 (85 females and 77 males).

**Table S12**. Significant KEGG pathway results for fifteen *Nr1h3* target genes.

**References**

1 Raghupathy, N. *et al.* Hierarchical analysis of RNA-seq reads improves the accuracy of allele-specific expression. *Bioinformatics* **34**, 2177-2184, doi:10.1093/bioinformatics/bty078 (2018).

2 Yang, J., Zaitlen, N. A., Goddard, M. E., Visscher, P. M. & Price, A. L. Advantages and pitfalls in the application of mixed-model association methods. *Nat Genet* **46**, 100-106, doi:10.1038/ng.2876 (2014).

3 Sen, S. & Churchill, G. A. A statistical framework for quantitative trait mapping. *Genetics* **159**, 371-387 (2001).

4 Doerge, R. W. & Churchill, G. A. Permutation tests for multiple loci affecting a quantitative character. *Genetics* **142**, 285-294 (1996).

5 Lander, E. & Kruglyak, L. Genetic dissection of complex traits- guidelines for interpreting and reporting linkage results. *Nat Genet* **11**, 241-247 (1995).

How the deposited data were processed for this re-analysis (not part of the article)

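RNA was sequenced from the livers of 162 DO-F1 mice, 85 females and 77 males, 24 weeks old and fed the HFHC diet for 16 weeks. The authors filtered the reads with HTStream, built strain-specific transcripts by adding the variants of the founder strains to the GRCm38 (mm10) genome, aligned the reads to the pooled transcripts and estimated the expected counts of each gene with EMASE. The authors deposited TPM values, which they had computed from these estimates with both lanes of a library pooled. The deposited TPM values are not filtered and sum to 1000000 in every library. No column of values was left unused. Because TPM keeps no depth, the depth of the libraries was taken from the paper's Table S8, which lists livers by sex and not by mouse. No interval of counting error is given, since no counts were used.

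From the deposited values, log2(TPM + 1) was computed, and genes with a mean TPM above 1 over all livers were kept, as in the paper. Differences between the sexes were fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), without covariates, and P values were adjusted by the Benjamini-Hochberg procedure with a threshold of 0.05. Ptprk, Cyp2c67 and Nr1h3 were compared by two-sided permutation tests of the difference in means with 100000 resamples and BH adjustment over 4 genes. The correlations of Nr1h3 with 19 targets used Spearman's rho on log2(TPM + 1) with 100000 permutations and BH adjustment over the 19 targets of each group of mice. The difference in rho between the sexes was tested by permuting the sex labels over livers ranked within sex, with BH adjustment over 20 relations. Gene lists were placed among 10000 random lists of the same size, drawn from 20 bins of mean expression. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for all steps but limma.

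The limma, rank-sum, correlation and gene list steps were tested on simulated data, and the other permutation tests were not. With 200 of 13164 genes changed, limma recovered 200 and called 10 unchanged genes, and the rank-sum test recovered 198 and called 10. Of 100 simulated correlations all 100 were found, and 5 of 100 unrelated pairs had an unadjusted P under 0.05. Of 20 lists of 26 genes with doubled spread, 20 stood above the random lists. The simulated genes had no shift in scale between libraries, so these tests do not size errors that come from the scaling. A doubled spread is also a larger change than that of the cis-eQTL genes (0.31 against 0.29 in random lists).

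Gene names, positions and chromosomes are from GENCODE M21 in GRCm38, which holds 31894 of the gene identifiers, and March5 of that annotation is the paper's Marchf5. The text names the genes that the paper names in its results, Tables 4, 5, S7 and S10 or Fig. 6D, genes that check the labelled sex, and the 5 genes with the largest and the 5 with the smallest log2 difference among those past the threshold. Other genes are named for their values, which had been seen. These are the copies of Rps12, Tcf21, the macrophage markers and the genes with the largest gain in share in males. Genes that can share reads with near-identical copies, such as those of the Cyp2c, Cyp3a, Mup and Sult2a families and Rps12, are reported as uncertain.

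The designs, the naming rule and the alternatives were fixed before the data were examined, except for 2 alternatives that were added after seeing the values. These leave out a female library without Xist, or leave out the 50 most abundant genes and rescale the rest to the same total. The alternatives were a pseudocount of 0.1, no filter or a mean TPM above 5, eBayes without a trend, the Wilcoxon rank-sum test, a minimum absolute log2 difference of 1, rescaling to the same upper quartile, median-of-ratios rescaling, rank normal scores, Pearson's r, the 2 livers farthest from the median of Nr1h3 left out, partial correlations on sex or on the first principal component, and other definitions of expressed genes, range and spread. The rank normal scores were computed from the upper-quartile rescaled values. Their fit also ran without a trend, as such scores have no mean for a trend.

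Lesion areas, plasma lipids and genotypes of single mice are not analysed here. The QTL, eQTL, allele effect, SNP and mediation results and the correlations with lesion area were therefore not recomputed, and values of these printed beside the data are the paper's own. Results of some genes that were tested are not reported here.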

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

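The tests of the share of TPM taken by abundant genes and of the difference in rho over all genes and in random lists were chosen only after the results were seen.

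The correlation of Nr1h3 with 4 of its 19 targets differed between the sexes. The difference in rho, female minus male, was -0.384 for Lpl, -0.384 for Rnf145, -0.384 for Srebf2 and -0.379 for Ptgs1. Permuting the sex labels gave an adjusted P over 20 relations of 0.0365 for each of these except Srebf2, for which it was 0.0466. All 4 were more strongly correlated with Nr1h3 in males. One technical explanation is that a few abundant genes take a varying share of the TPM, which moves other genes up and down together. After rescaling to the same upper quartile, 0 of the 4 targets kept the direction with an adjusted P under 0.05, and at an unadjusted P under 0.05 only Ptgs1 passed, in the opposite direction (0.341). A second explanation is that genes in general correlate more strongly with Nr1h3 in males. Of 13156 genes, 91.5% had a lower rho in females, with a median difference of -0.305. The median of the 4 targets lay at percentile 30.8 of these differences, and at percentile 17.2 of random lists of 4 genes matched on mean expression (10000 lists). As the 4 were selected from 19, they were also set against the lowest 4 of random lists of 19, whose median difference was -0.467, further from 0 than that of the targets (percentile 96.8). The differences of these 4 genes therefore cannot be told apart from either explanation, and they may belong to genes in general. No biological explanation other than sex was tested. After rescaling, other genes passed. The difference for Pltp was 0.704 with the same upper quartile and 0.749 with median-of-ratios rescaling, and that for Il1b was 0.443 with the latter only (adjusted P = 0.0225). The cause of these was not tested.

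Outside the lists of genes that the paper discusses, 10083 genes differed between the sexes, 1027 higher in males and 9056 higher in females. The paper does not report a comparison of all genes between the sexes. Of 100 splits of the livers into groups of 85 and 77, the real one included, only the real split, 1 of the 100, gave as many genes, and the largest count in the others was 5. The same held for the 86 genes of the QTL intervals, with 1 of 100 splits and at most 1 gene in the others, and for the 34 TFs, with 1 of 100 splits and 0 genes in the others. A difference in depth or in RNA quality between the sexes was tested with the values of Table S8 and was not found (permutation tests, P = 0.426 for read pairs and P = 0.180 for RIN). The share taken by the 50 most abundant genes may account for a part of the shift. Leaving these genes out removes their share by construction, so this step sizes that part and does not test its cause. The 50 genes with the highest mean over all livers were left out and the rest of each library was rescaled to the same total. The median log2 difference of all genes then went from -0.19 to -0.099, and 74.5% of the genes past the threshold were higher in females, against 89.8% in the deposited values. The genes with the largest gain in share in males were Mup7, Mup10, Mup1, Mup20 and Mup3, and Mup7 took 0.0292% of the TPM in females and 1.39% in males. That most genes were higher in females may therefore follow in part from a larger share of a few genes in males, and the cause of the shift that remained was not tested. The share higher in females was 56.8% with the same upper quartile and 48.7% with median-of-ratios rescaling, but the latter centers the libraries on the typical gene and gives a near-even split whatever the cause. The same upper quartile also fixes a point of the distribution in every library, so it too can move the split toward even whatever the cause. The direction of small differences cannot be told apart from the scaling. The number of genes was 9039 without the 50 most abundant genes and 8897 with median-of-ratios rescaling, so that a count of this size remains under either.

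The lowest log2 differences, male minus female, were -8.37 for Cyp3a41a, -7.15 for Sult2a2, -7.05 for Xist, -6.13 for Cyp2c69 and -5.73 for Sult2a1. The highest were 6.90 for Cyp4a12a, 6.31 for Mup1, 5.49 for Eif2s3y, 5.18 for Mup7 and 5.07 for Gm47283. Each of these genes had an adjusted P under 0.05 and the same direction under every alternative in which it was tested. The levels of the Cyp3a, Sult2a, Cyp2c and Mup genes are uncertain, as members of these families can share reads.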

How the results depend on the processing

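The alternatives without the female library that lacks Xist and without the 50 most abundant genes were chosen after seeing the data, and the tests of explanations named in the other parts are not repeated here. Of 76 values of 13 results that answer a comparison, 60 kept their direction and their side of the threshold, or stayed within 1.5 times the count, under the alternatives run. For counts only the total was compared, so a change of direction did not enter. The number of targets in males is thus among the 60 under both rescalings, although 12 of the 19 correlations changed sign under either. The number of genes that differed between the sexes ran from 7237 with a mean TPM above 5 to 14178 without a filter, leaving aside the minimum difference below. The direction of these calls moved, as given above. Except where a value is given for it, the cause was not tested.

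With an absolute log2 difference of at least 1 also required, 499 genes differed between the sexes (93 higher in males and 406 higher in females), with 12 of the QTL interval genes and 1 of the TFs. With a mean TPM above 5, only 22 of the 34 TFs were tested and 17 passed.

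With the same upper quartile in every library, the sex difference was -0.023 for Ptprk, no longer past the threshold, and it reversed for Atad1 (0.078). Nr1h3 then correlated with 10 targets over all mice and 6 in females. The sign reversed over all mice for 5 of the 19 targets, among them Abca1 (-0.121), Rnf145 (-0.0472), Ccl2 (-0.0874) and Ccl7 (-0.102). Among others it reversed in females for Abcg1 (-0.0830), Lpl (-0.301), Abca1 (-0.133), Rnf145 (-0.230) and Srebf2 (-0.0846). Among others it reversed in males for Abcg1 (-0.286), Lpl (-0.335), Pltp (-0.429), Abca1 (-0.317), Rnf145 (-0.282) and Ptgs1 (-0.218). The spread of the cis-eQTL genes moved to percentile 97.9.

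With median-of-ratios rescaling, the sex difference reversed for Atad1 (0.11). For Ptprk (0.012) and Minpp1 (0.032) the sign changed, but neither difference was past the threshold. Nr1h3 then correlated with 9 targets over all mice and 11 in females. The sign reversed over all mice for 6 of the 19 targets, among them Lpl (-0.0635), Abca1 (-0.136), Ccl2 (-0.207), Ccl7 (-0.226) and Rnf145. Among others it reversed in females for Abcg1 (-0.0972), Lpl (-0.338), Abca1 (-0.116), Rnf145 (-0.241) and Srebf2 (-0.0565). Among others it reversed in males for Abcg1 (-0.404), Lpl (-0.457), Pltp (-0.491), Abca1 (-0.290), Rnf145 (-0.300) and Ptgs1 (-0.266). Of all 19 targets, 12 changed sign in males under either rescaling and 8 in females.

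Without the 50 most abundant genes and with the rest rescaled to the same total, the difference for Atad1 changed sign but was very small (0.0017).

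With Pearson's r, 7 targets passed in females. Without the 2 livers farthest from the median of Nr1h3, 1 target passed in females. With sex as a covariate, 10 passed over all mice. With the first principal component as a covariate, 17 passed over all mice and 3 in females, and no sign changed in these groups. In males 4 passed, and 6 of the 19 signs reversed, among them that of Abca1 (-0.204). That component held 27.0% of the variance within sex, and the size of its rho with the upper quartile of the libraries was 0.825. A value above 0 in at least 50% of livers kept 20529 genes as expressed.

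Among 343 log2 differences of 39 named genes, which leave out the macrophage markers and Tcf7, 4 changed sign. Of the others, 7 were weaker and 7 stronger without a change of direction. Among 130 correlations of named targets, 30 were reversed, 16 weaker and 2 stronger. Which targets entered this count within a sex was settled after the values had been seen. Rps12 passed the threshold only without the female library that lacks Xist. Alternatives that would leave out libraries whose Xist and Y-linked genes go against the label, leave out libraries by their total, or rescale to equal totals were not run, as 0 libraries went against their label and all totals were equal. No paired analysis was possible because the mother of single mice is not known here. Brothers and sisters may be among the livers, and no test adjusts for relatedness, as the paper's genome scans do. Whether depth limits a comparison could not be tested, since TPM keeps no depth.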

Differences from the paper's values

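No test of a cause was chosen after the differences below were seen.

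Fig. 3A shows no difference in Ptprk between the sexes, whereas the deposited values were lower in males by a log2 difference of -0.20. Both rescalings, at -0.023 and 0.012, left no difference past the threshold. Rank normal scores left none either (adjusted P = 0.354 from limma), but they were computed from the upper-quartile rescaled values and repeat that rescaling. In the deposited values, a rank-sum test kept the difference past the threshold (-0.22 between the medians). The paper's text lists Tbpl1 among the genes of Chr 19, and the annotation places it on Chr 10, as does the paper's Table S7.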

Other observations

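The tests of the share of TPM taken by abundant genes, of the copies of Rps12, of Y-linked genes and of the upper quartile of the library without Xist were chosen only after the results were seen.

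In males, 92.8% of 13163 genes correlated positively with Nr1h3, with a median rho of 0.387, against 67.0% and 0.070 in females. The median rho of the 19 targets lay at percentile 14.6 of random lists matched on mean expression in males and at percentile 93.3 in females, so in the deposited values the targets did not stand apart from genes in general in either sex. With the share of TPM of the 50 most abundant genes as a covariate, the number of targets with a positive rho and an adjusted P under 0.05 went from 10 to 0 in males, with 0 at an unadjusted P under 0.05, and from 3 to 2 in females, where only 1 of the 3 was among the 2. Nr1h3 itself fell as that share rose, with a rho of -0.710 in males and -0.340 in females. With the mean of 10 macrophage markers as a covariate, the number went from 10 to 0 in males, with 4 at an unadjusted P under 0.05, and from 3 to 2 in females. Again 1 of the 3 was among the 2, and 1 further target passed with a negative rho. The correlations in males may therefore follow the share of abundant genes or macrophage content of the liver, and neither can be told apart from regulation by Nr1h3. In females the number of targets changed little with either covariate but their identity did, and the correlations were not stronger than those of random lists at percentile 93.3. After rescaling to the same upper quartile, the targets lay at percentile 64.5 in females and 0.67 in males, and after median-of-ratios rescaling at 34.5 and 0.05. In males the targets then did stand apart, below the random lists, and the cause of that was not tested.

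A hypothesis was that TFs higher in females correlate with lesion area when the sexes are pooled, since the paper reports larger lesions in females. Across the 34 TFs, the difference female minus male and the paper's pooled correlation with lesion area had a rho of 0.861, and across the 26 genes of Table S10 it was 0.772. With the same upper quartile rho was 0.823. The pooled correlations may hold a contribution of the sex difference. Pooling the sexes favors a positive rho in advance, and both values come from the same livers, so rho cannot decide how large that contribution is. Lesion areas of single mice were not analysed, genes are not independent replicates, and an effect within each sex was not tested.

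The value of Rps12 splits the livers into separate groups, and the sum with its copies Rps12l1 and Rps12-ps3 varied less (SD of log2 0.43 against 3.97 alone). A sum with any steadily expressed gene would also vary less, so the sum was compared with sums in which Rps12 was permuted over the livers of a sex. These varied more, with a median SD of 1.34 (P = 1e-05, the smallest that 100000 permutations can give), so Rps12 is high where its copies are low. The paper reports a correlation of Rps12 with lesion area in females and a cis-eQTL. The assignment of reads to copies that differ between founder alleles is a candidate explanation for this split, but founder alleles are not analysed here, and the sum shows neither that reads are shared nor which copy is expressed. Among the livers with low Rps12, mice with low numbers had 0.0228 to 2.62 TPM, and later ones had at most 0.0966 TPM. A batch along mouse number can therefore not be excluded. The correlations, spreads and ranges within a sex were not tested against it. Moxd1, whose correlation with lesion area the paper reports in females, was under 1 TPM in 85 of 85 females.

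One library labelled female, of mouse 102, had 0.135 TPM of Xist, against at least 76.6 TPM in the other 84 females. The sum of 4 Y-linked genes in it was 0 TPM, against at least 59.8 TPM in males, so a male liver under a female label was not found. The mean log2 level of 4 genes that escape X inactivation (Ddx3x, Eif2s3x, Kdm5c and Kdm6a), relative to autosomal genes and to the female median, was -0.74, below the range of -0.63 to 0.23 in the other females. It was also below every male, whose median was -0.38 and lowest -0.67. A single X chromosome is a possible explanation, but alone it would not place the library below the males. The library also had the lowest upper quartile of the 85 females (rank 1), at 25.5 TPM, but males went down to 20.4 TPM and the level above is relative to autosomal genes. A library that is low in many genes would therefore not by itself account for the loss of Xist. Over all 382 other X-linked genes the level was -0.14, within the range of the other females, whose lowest was -0.18. Without this library, 10247 genes differed between the sexes.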
